# Loss of H3K9 trimethylation alters chromosome compaction and transcription factor retention during mitosis

**DOI:** 10.1038/s41594-023-00943-7

**Published:** 2023-03-20

**Authors:** Dounia Djeghloul, Andrew Dimond, Sherry Cheriyamkunnel, Holger Kramer, Bhavik Patel, Karen Brown, Alex Montoya, Chad Whilding, Yi-Fang Wang, Matthias E. Futschik, Nicolas Veland, Thomas Montavon, Thomas Jenuwein, Matthias Merkenschlager, Amanda G. Fisher

**Keywords:** Chromosomes, Histone post-translational modifications, Chromatin structure, Mitosis, Epigenetics

## Abstract

Recent studies have shown that repressive chromatin machinery, including DNA methyltransferases and polycomb repressor complexes, binds to chromosomes throughout mitosis and their depletion results in increased chromosome size. In the present study, we show that enzymes that catalyze H3K9 methylation, such as Suv39h1, Suv39h2, G9a and Glp, are also retained on mitotic chromosomes. Surprisingly, however, mutants lacking histone 3 lysine 9 trimethylation (H3K9me3) have unusually small and compact mitotic chromosomes associated with increased histone H3 phospho Ser10 (H3S10ph) and H3K27me3 levels. Chromosome size and centromere compaction in these mutants were rescued by providing exogenous first protein lysine methyltransferase Suv39h1 or inhibiting Ezh2 activity. Quantitative proteomic comparisons of native mitotic chromosomes isolated from wild-type versus Suv39h1/Suv39h2 double-null mouse embryonic stem cells revealed that H3K9me3 was essential for the efficient retention of bookmarking factors such as Esrrb. These results highlight an unexpected role for repressive heterochromatin domains in preserving transcription factor binding through mitosis and underscore the importance of H3K9me3 for sustaining chromosome architecture and epigenetic memory during cell division.

## Abstract (web summary)

The authors demonstrate that cells that are deficient in H3K9 trimethylation display more compact mitotic chromosomes decorated with aberrantly high H3S10 phosphorylation and H3K27 trimethylation. By quantitative proteomics, they show that H3K9 trimethylation is essential for mitotic bookmarking by Esrrb and thus for the maintenance of epigenetic memory during cell division.

## Main

Heterochromatin and euchromatin are defined cytologically as condensed and decondensed regions of the genome, respectively^1,2^. Constitutive heterochromatin, although gene poor, contains noncoding DNA repeat elements that are often abundantly transcribed^3,4^. During interphase, heterochromatin-containing domains within different chromosomes cluster together forming structures termed chromocenters^5–8^. In mouse cells these dynamic structures are characteristically marked by a high density of histone 3 lysine 9 trimethylation (H3K9me3) and histone histone 4 lysine 20 trimethylation, as well as the H3K9-associated heterochromatin protein 1 (HP1α or Cbx5)^1,7^. As chromosomes condense and enter mitosis, primary constrictions first become evident within the heterochromatin domains that correspond to centromeric microsatellite arrays, where the mitotic spindles will eventually bind. These centromeric regions are flanked by much larger domains of pericentric noncoding major satellite repeats which, in the mouse, account for approximately 3.6% of the genome^9–11^.

The Suv39h1 and Suv39h2 histone lysine methyltransferases are hallmark enzymes of mammalian heterochromatin that catalyze the trimethylation of histone H3 at lysine 9 (H3K9)^12–14^. They form part of a larger group of enzymes capable of modifying H3K9 that includes G9a (Ehmt2), Glp (Ehmt1)^15,16^, Setdb1 and Setdb2 (refs. ^17^^,18^), which primarily mediate H3K9 mono- and dimethylation, as well as members of the Kdm1, Kdm3 and Kdm4 families of histone demethylases^19–23^. Although heterochromatin regulation is recognized as being essential in preserving nuclear architecture, genome stability and DNA repair, and for silencing transposon expression in early mouse development^24–27^, the underlying repetitiveness of satellite DNA means that factors binding to heterochromatin are often excluded from conventional analyses.

In the present study we set out to examine the impact of repressive H3K9me3 on mitotic chromosome architecture and on the factors that bind chromosomes through mitosis. Several DNA-binding transcription factors (TFs) have been shown to remain bound to chromosomes during mitosis, including Foxa1, Esrrb, Sox2 and Gata1 (refs. ^28–33^), where they occupy a subset of the genomic sites that are present during the interphase. Such demonstrations have raised the interesting possibility that ‘mitotic bookmarking’ by factors such as these could help to convey cellular identity to newly divided daughter cells. Recent studies have also shown that many components of repressive chromatin machinery, including those that characterize constitutive heterochromatin, are also retained at mitotic chromosomes during cell division^34–36^. Although this has prompted speculation of an interplay between mitotic booking factors and repressive chromatin states^37^, there is currently a paucity of direct evidence to support this. In the present study, we confirm that factors mediating H3K9 trimethylation are indeed retained on native mitotic chromosomes isolated from different cell types. H3K9me3 depletion results in altered chromosome architecture, compensatory changes in the level and distribution of repressive H3K27me3 and discrete and reversible changes in the retention of specific mitotic bookmarking factors.

## Results

### *Suv39h dn* mitotic chromosomes are more compact

Previous studies had suggested that Suv39h1, Suv39h2 and HP1 proteins Cbx5 (HP1α), Cbx1 (HP1β) and Cbx3 (HP1γ), as well as other repressive chromatin machinery, remain bound to chromosomes during mitosis^34–36,38–40^. Suv39h1, Suv39h2 and HP1 enrichment at mitotic chromosomes was independently confirmed herein using established proteomic approaches^36^ in mouse embryonic stem cells (ESCs) and mouse embryonic fibroblasts (MEFs) (outlined in Supplementary Fig. 1a,b and depicted in Supplementary Fig. 1c). To investigate the impact of H3K9me3 on mitotic chromosome architecture, native mitotic chromosomes were isolated directly from wild-type (WT) ESCs (Fig. 1a–c) or MEFs (Fig. 1d–f) and compared with mitotic chromosomes isolated from cells lacking both Suv39h1 and Suv39h2 (Suv39h double null or *Suv39h dn*)^13,26^. To enable this, dividing cell cultures of ESCs were arrested in metaphase using demecolcine, incubated with polyamine buffer^36^, and the resulting chromosomes stained with Hoechst 33258 and chromomycin A3. Individual chromosomes were isolated by flow cytometry as described previously^36^ (Supplementary Fig. 1a provides a schematic of the approach and Supplementary Fig. 1b illustrates the gating strategy). Using purified preparations of chromosomes 19 and X as exemplars, mitotic chromosomes isolated from *Suv39h dn* ESCs^26^ were shown to be smaller than their WT counterparts, and a marked increase in compaction at centromeric domains was noted (Fig. 1b,c).

**Fig. 1:**
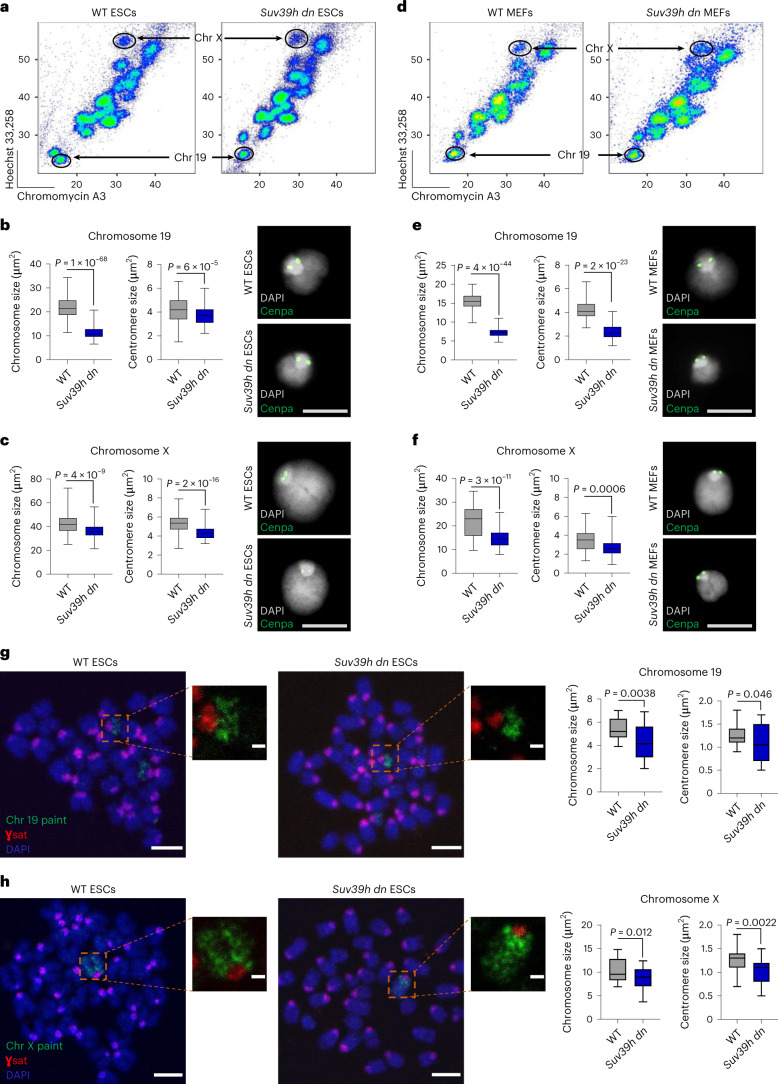
Suv39h1/Suv39h2 deficiency generates small and compact mitotic chromosomes. **a**–**f**, Flow sorting and size measurements of chromosomes (Chr) 19 and X from WT or *Suv39h dn* mouse ESCs and MEFs. Flow karyotype of mitotic chromosomes is isolated from WT or *Suv39h dn* ESCs (**a**) and MEFs (**d**); gates used to isolate chromosomes 19 and X are indicated. Representative images (right) of mitotic chromosomes 19 (**b** and **e**) and X (**c** and **f**) from WT or *Suv39h dn* ESCs (**b** and **c**) and MEFs (**e** and **f**) are shown, where DAPI stain (gray) and Cenpa label (green) indicate the chromosome body and centromere, respectively. Scale bar, 5 μm. Boxplots (left of images) show area measurements of individual chromosomes and centromeres for WT and *Suv39h dn* cells. Minimum, lower quartile, median, upper quartile and maximum values are indicated (*n* = minimum 100 chromosomes analyzed for each cell line over 3 independent experiments). *P* values of statistically significant changes, measured by unpaired, two-tailed Student’s *t*-tests, are indicated. **g**,**h**, Representative images of WT or *Suv39h dn* ESC metaphase spreads stained with either chromosome 19 painting probe (green) (**g**) or chromosome X painting probe (green) (**h**), in addition to γSat probe (red) and DAPI (blue). Scale bars, 4 μm and 1 μm for the metaphase spread and zoom-in images, respectively. Chromosome and centromere sizes of chromosomes 19 and X were calculated on metaphase spreads of WT and *Suv39h dn* ESCs. Boxplots show chromosome and centromere area measurements for WT and *Suv39h dn* spreads. Minimum, lower quartile, median, upper quartile and maximum values are indicated (*n* = minimum 25 chromosomes analyzed on metaphase spreads for each line over 3 independent experiments). **b**,**c**,**e**–**h**, *P* values of statistically significant changes, measured by unpaired, two-tailed Student’s *t*-tests, are indicated. Source data, including the precise numbers of chromosomes analyzed, are provided. Source data

To determine whether reduced size and enhanced condensation of mitotic chromosomes deficient in H3K9me3 were seen in other cell types, including differentiated cells, mitotic chromosomes from MEFs lacking Suv39h1 and Suv39h2 (ref. ^13^) were also examined (Fig. 1d). Consistent with results obtained in ESCs, mitotic chromosomes isolated from these fibroblasts were smaller than WT equivalents and showed increased compaction at centromeres (Fig. 1e,f). To exclude these changes being an artifact of the isolation procedure, we also examined conventional metaphase spreads where chromosome-specific probes and DNA–fluorescence in situ hybridization (FISH) was used to label chromosomes 19 and X. These analyses confirmed that mitotic chromosomes from *Suv39h dn* ESCs were reproducibly smaller than their WT counterparts (Fig. 1g,h). To examine whether deficits in H3K9 mono- and dimethylation affect chromosome compaction, we isolated mitotic chromosomes from a panel of MEFs that lacked Suv39h1 and Suv39h2 (clustered regularly interspaced short palindromic repeats (CRISPR) clone B1) or other H3K9 methyltransferases, specifically deletions of both Setdb1 and Setdb2 (CRISPR clone A4 + 4-hydroxytamoxifen (4-OHT)), or of both G9a and Glp (CRISPR clone H7)^41^ (Supplementary Fig. 1d). Analysis of isolated native mitotic chromosomes from clones A4 + 4-OHT, H7 and B1 fibroblasts versus WT controls showed that reduced chromosome size was a unique feature of cells lacking H3K9me3 (ref. ^41^) (Supplementary Fig. 1e).

The compaction of mitotic chromosomes lacking H3K9me3 was unexpected because previous studies had shown that an absence of other repressive chromatin modifiers, such as DNA methylation or polycomb repressive complex 2 (PRC2) activity, produced chromosomes that were larger and more decondensed than equivalent WT mitotic controls^36^. To investigate the possibility that additional heterochromatin modifications, such as increased H3K27me3, might compensate for deficits in H3K9me3, we examined the distribution of modified histones in *Suv39h dn* and WT ESCs. As anticipated, H3K9me3 decorated centromeric domains of normal mitotic chromosomes (Fig. 2a and Supplementary Fig. 2a, green, WT top panel), but was absent from equivalent *Suv39h dn* chromosomes (Fig. 2a and Supplementary Fig. 2a, lower panel, quantified in the graph, left). Instead, we detected increased levels of H3K27me3 across centromeric domains of *Suv39h dn* chromosomes (Fig. 2b and Supplementary Fig. 2b, pink). Ingress of H3K27me3 at centromeres was consistent with previous studies showing increased H3K27me3 at chromocenters in interphase in the absence of H3K9me3 (refs.^42–44^). We also detected significant increases in histone H3 phospho Ser10 (H3S10ph) on *Suv39h dn* metaphase chromosomes (Fig. 2c, yellow) compared with WT equivalents. Increased H3K27me3 levels and ingress of this mark at centromeric domains were also seen in mitotic chromosomes isolated from *Suv39h dn* MEFs (Supplementary Fig. 2c), but not on equivalent chromosomes isolated from either *Setdb1/Setdb2* double null or *G9a/Glp* double null mutant cells (Supplementary Fig. 2c).

**Fig. 2:**
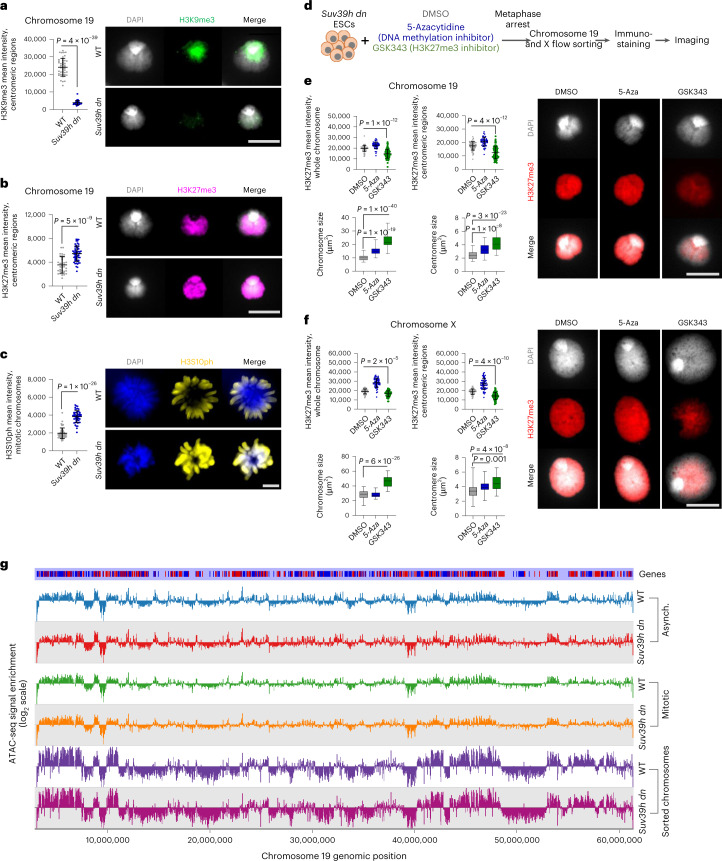
*Suv39h dn* mitotic chromosomes show elevated levels of H3K27me3 and H3S10ph and can be resized by inhibiting PRC2 activity. **a**,**b**, Representative images (right) of immunofluorescence labeling of histone H3K9me3 (**a**) (green) or histone H3K27me3 (**b**) (pink) on chromosome 19 isolated from WT or *Suv39h dn* ESCs, where DAPI counterstain is shown in light gray. Scale bar, 5 μm. Plots (left of the images) show H3K9me3 (**a**) or H3K27me3 (**b**) mean intensities, measured at centromeric regions. **c**, Representative images of immunofluorescence labeling of histone H3S10ph (yellow) on WT and *Suv39h dn* metaphase-arrested ESCs, where DAPI counterstain is shown in blue. Scale bar, 4 μm. H3S10ph mean intensities were measured on mitotic chromosomes for each condition (*n* = minimum 40 chromosomes analyzed for each cell line over 3 independent experiments (**a**–**c**)). *P* values of statistically significant changes, measured by unpaired, two-tailed Student’s *t*-tests, are indicated. **d**, Experimental strategy used to measure mitotic chromosome size of *Suv39h dn* ESCs after treatment with DNA methylation or PRC2 inhibitors (5-Aza or GSK343, respectively). **e**,**f**, Representative images of immunofluorescence labeling of histone H3K27me3 (red) on mouse chromosome 19 (**e**) and chromosome X (**f**) isolated from *Suv39h dn* ESCs pretreated with DMSO, 5-Aza or GSK343. DAPI counterstain is shown in light gray. Scale bar, 5 μm. H3K27me3 mean intensities were measured at centromeric regions and whole chromosomes; the mean ± s.d. is shown (*n* = minimum 50 chromosomes analyzed over 3 independent experiments). *P* values of statistically significant decreases compared with DMSO treatment, measured by unpaired, two-tailed Student’s *t*-tests, are indicated. Boxplots show area measurements of individual chromosomes and centromeres for each condition. Minimum, lower quartile, median, upper quartile and maximum values are indicated (*n* = minimum 100 chromosomes analyzed for each condition over 3 independent experiments). *P* values of statistically significant increases compared with DMSO treatment, measured by unpaired, two-tailed Student’s *t*-tests, are indicated. **g**, Chromatin accessibility profile across chromosome 19 for WT and *Suv39h dn* asynchronous (Asynch.) and mitotic ESCs and flow-sorted mitotic chromosomes, shown as log_2_(enrichment of ATAC-seq signal). **a**–**c**,**e**,**f**, Source data, including the precise numbers of chromosomes analyzed, are provided. Source data

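The profile in Fig. 2g plots transposase insertions in windows of 25 kb, and the deposited peak lists hold called peaks in place of insertions per window. The WT libraries held 510 and 1376 peaks on chromosome 19 in asynchronous ESCs, 183 and 324 in mitotic ESCs, and 1333 and 2401 in sorted chromosomes. The Suv39h dn libraries held 576 and 1885, 46 and 362, and 1737 and 1507. Of the 2458 windows of the chromosome, 417 and 851 held a peak summit in the asynchronous WT libraries and 474 and 1067 in the Suv39h dn libraries. In mitotic ESCs the numbers were 160 and 269 in WT and 42 and 287 in Suv39h dn, and in sorted chromosomes 885 and 1164 in WT and 1033 and 859 in Suv39h dn. In each preparation the numbers of windows of the genotypes overlapped.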

### PRC2 inhibition restores *Suv39h dn* mitotic chromosome size

To investigate whether enhanced compaction of *Suv39h dn* mitotic chromosomes was the result of compensatory increases in H3K27me3 rather than loss of H3K9me3 as such*, Suv39h dn* ESCs were treated for 48 hours (h) with drugs that either inhibit PRC2 activity (GSK343, an Ezh2 methyltransferase inhibitor) or block DNA methylation (5-azacytidine (5-Aza)) (Fig. 2d, schematic). Pretreatment with GSK343 reduced global H3K27me3 levels on mitotic chromosomes 19 (Fig. 2e, upper panel) and X (Fig. 2f, upper panel), and effectively restored chromosome size and centromere compaction to that of WT equivalents (Fig. 2e,f, lower panels). Pretreatment of *Suv39h dn* ESCs with 5-Aza resulted in a smaller increase in mitotic chromosome size and centromere decompaction. In WT ESCs, treatment with either drug resulted in modest increases in mitotic chromosome size (Supplementary Fig. 2d). Collectively these data show that the compact structure of *Suv39h dn* mitotic chromosomes can be alleviated by inhibiting the activity of PRC2. To exclude chromatin accessibility being grossly altered in *Suv39h dn* samples, assay for transposase-accessible chromatin using sequencing (ATAC-seq) was performed on WT and *Suv39h dn* asynchronous ESCs, mitotic-arrested ESCs, as well as sorted ESC mitotic chromosomes. 

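In ATAC-seq a transposase inserts sequencing adapters into accessible DNA, so that sequenced fragments pile up where chromatin is open. Libraries were made from mouse ESCs of 2 lines, WT and Suv39h dn, the latter lacking both the H3K9 methyltransferases Suv39h1 and Suv39h2. Each line was assayed as asynchronous cells, as cells arrested in mitosis and as mitotic chromosomes isolated by flow sorting, with 2 libraries for each of these 6 groups and 12 libraries in all. The authors aligned the paired-end reads to the mm10 genome, removed duplicate and mitochondrial reads, shifted the read ends for the offset of the transposase, kept short nucleosome-free fragments and called peaks with MACS2 in each library separately. Each deposited list gives the position and summit of every peak with its fold enrichment over background and the −log10 of its p-value and q-value, all of which are the authors' values. The smallest −log10 q in any list was 1.30. The lists hold no read counts, so peak positions were compared between libraries, and the values of a peak were used to describe, rank or filter peaks within its own list and, apart from that, only to recover the background of the library.
The lists differed widely in length. In asynchronous ESCs they held 22344 and 56897 peaks for the WT libraries and 25074 and 80602 for the Suv39h dn libraries. Mitotic ESCs gave 6495 and 13320 peaks in WT and 1746 and 14328 in Suv39h dn. Sorted chromosomes gave 46355 and 67027 peaks in WT and 59444 and 44885 in Suv39h dn. The fold enrichment and p-value of a peak together fix the whole number of fragments at its summit and the background that MACS2 set for it. Both were recovered for all 437289 peaks with a −log10 p under 60. The median summit held between 5 and 8 fragments depending on the library, so many peaks rest on few fragments. The lowest background of a library, in fragments per base, is proportional to its number of fragments and their mean length, and served as a measure of relative depth. It was 0.149 and 0.306 for the asynchronous WT libraries and 0.172 and 0.304 for the Suv39h dn libraries, 0.206 and 0.239 against 0.204 and 0.213 for mitotic ESCs, and 0.187 and 0.328 against 0.198 and 0.268 for sorted chromosomes. In all 6 groups the library numbered 2 had the higher background, and in 5 of them it had the longer list. The disrupted genes gave little check of the labels at this depth. Suv39h1, on the minus strand of chromosome X from 8061171 to 8074760, held a peak in 3 of the 6 WT libraries and in 0 of the 6 Suv39h dn libraries, and Suv39h2, on the minus strand of chromosome 2 from 3455815 to 3475031, in 4 of 6 and 3 of 6.

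**Figure D1:**
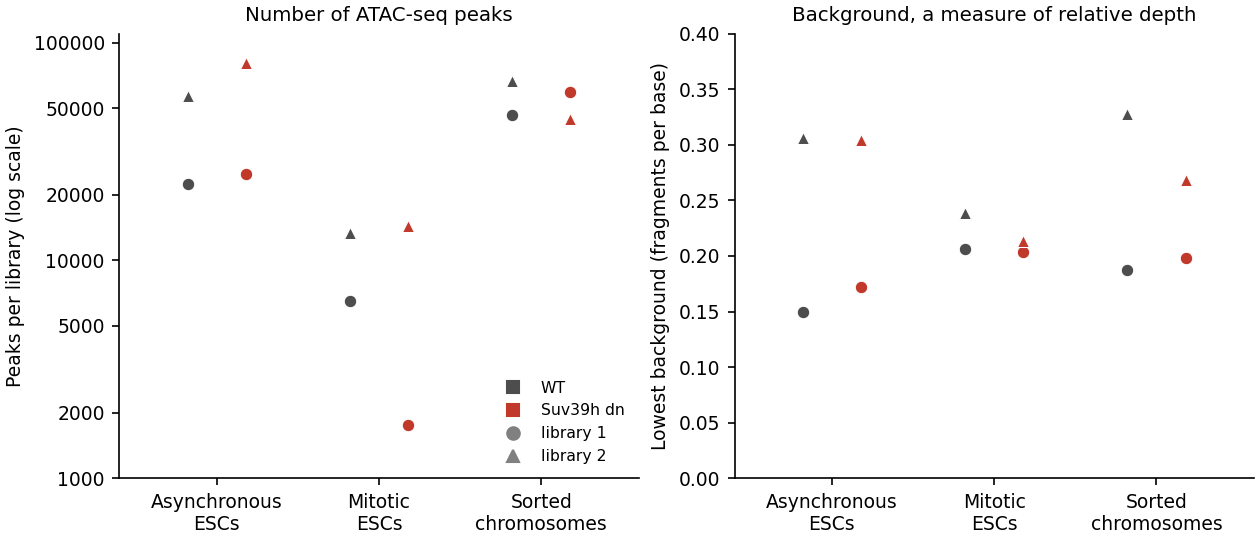
Number of ATAC-seq peaks per library on a log axis (left) and lowest background in fragments per base (right), for WT and Suv39h dn libraries of the 3 preparations. Each symbol is 1 library, and its shape gives the library number. The list with 1746 peaks is the Suv39h dn mitotic library 1, whose background of 0.204 is close to the 0.206 of the WT mitotic library 1.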

Global ATAC-seq profiles of *Suv39h dn* and WT chromosomes indicated that they were broadly comparable, as illustrated for chromosome 19 (Fig. 2g) and as shown by differential accessibility analysis (Supplementary Fig. 2e). This suggests that changes in chromosome-scale compaction observed in *Suv39h dn* ESCs are independent of local changes in chromatin accessibility. 

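The number of peaks, the peaks shared between libraries and the peaks called in 1 genotype alone were compared between Suv39h dn and WT. Over the 3 preparations, the mean log2 difference in peak number, Suv39h dn minus WT, was -0.22 (p = 0.769, exact two-sided permutation test over the 216 arrangements of the genotypes within preparations, whose smallest p is 0.00926). It was 0.33 in asynchronous ESCs, -0.90 in mitotic ESCs and -0.11 in sorted chromosomes, and in no preparation did the libraries of 1 genotype all lie above those of the other. Each of these values changed its sign with 1 library left out, to 0.62 in mitotic ESCs without the Suv39h dn library 1, to -0.51 in asynchronous ESCs without the Suv39h dn library 2 and to 0.16 in sorted chromosomes without the WT library 2. Without the Suv39h dn mitotic library 1 the mean over the preparations was 0.28. Of the alternatives tried with all libraries, a stricter threshold of q at or under 1e-05 moved the mean most, to -0.06.
Peaks of a pair of libraries were merged where they overlapped or touched, and the share of merged regions called in both libraries was taken for each of the 6 pairs per preparation. In asynchronous ESCs the pairs of the same genotype shared 27.8% of regions in WT and 23.2% in Suv39h dn, and the pairs of different genotype shared 30.9% on average. In mitotic ESCs, the WT libraries shared 22.7% and the Suv39h dn libraries 7.72%, against 18.0% between genotypes. In sorted chromosomes both pairs of the same genotype shared 15.4%, against 15.9% between genotypes. On average, libraries of the same genotype were no more alike than libraries of different genotype. The mean difference in the Jaccard index was -0.0288 (p = 0.741, exact one-sided permutation test over 27 combinations of splits, whose smallest p is 0.037). Each pair of the same genotype joins a library 1 with a library 2. Pairs of different genotype include libraries of the same number. In asynchronous ESCs the libraries numbered 2 shared 44.7% of regions and those numbered 1 shared 29.6%. The pairs of different genotype and number shared 21.4% and 27.8%. The mean difference therefore depends on the library numbers as well. Without the Suv39h dn mitotic library 2 the mean difference was 0.0232. With every list of a preparation shortened to the length of its shortest list by p-value, the difference was -0.0017. In simulated lists the test passed its threshold once 25% of the regions were confined to each genotype, with p = 0.037 (exact permutation test). At 20% it did not, with p = 0.111 (exact permutation test). The simulated libraries hold no differences beyond list length, the draw and the planted regions, so the share needed in real lists was not determined.
Merged over the 4 libraries of a preparation, asynchronous ESCs gave 100865 regions, of which 2467 were called in both Suv39h dn libraries and in neither WT library, and 756 in both WT libraries and in neither Suv39h dn library. Of the 23308 regions of mitotic ESCs, 139 were called in Suv39h dn alone and 623 in WT alone, and of the 151638 regions of sorted chromosomes 3161 and 4141. The same count was made for the splits that mix the genotypes. The split by library number sets the libraries numbered 2, which had the higher background in all 6 groups, against those numbered 1. Its counts therefore also reflect depth. Regions called in both asynchronous libraries numbered 2 and in neither numbered 1 came to 19261, and the corresponding counts were 3056 in mitotic ESCs and 5418 in sorted chromosomes. In the other direction the counts were 98, 33 and 3187. The other mixed split, which pairs the WT library 1 with the Suv39h dn library 2, gave counts for its pairs of 1402 and 685 in asynchronous ESCs, 771 and 77 in mitotic ESCs, and 2055 and 5887 in sorted chromosomes. Like the split by genotype, it joins a library 1 with a library 2 in each pair. In asynchronous ESCs both of its counts were lower than those by genotype. In mitotic ESCs and sorted chromosomes its larger count was higher and its smaller count lower. Most regions were called in 1 library alone, 52.3% in asynchronous ESCs, 65.6% in mitotic ESCs and 73.6% in sorted chromosomes. With equal list lengths, the regions called in 1 genotype alone in asynchronous ESCs came to 1423 in Suv39h dn and 1428 in WT. The corresponding counts were 91 and 148 in mitotic ESCs and 3135 and 3174 in sorted chromosomes. The mixed splits were not counted at equal list lengths.

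**Figure D2:**
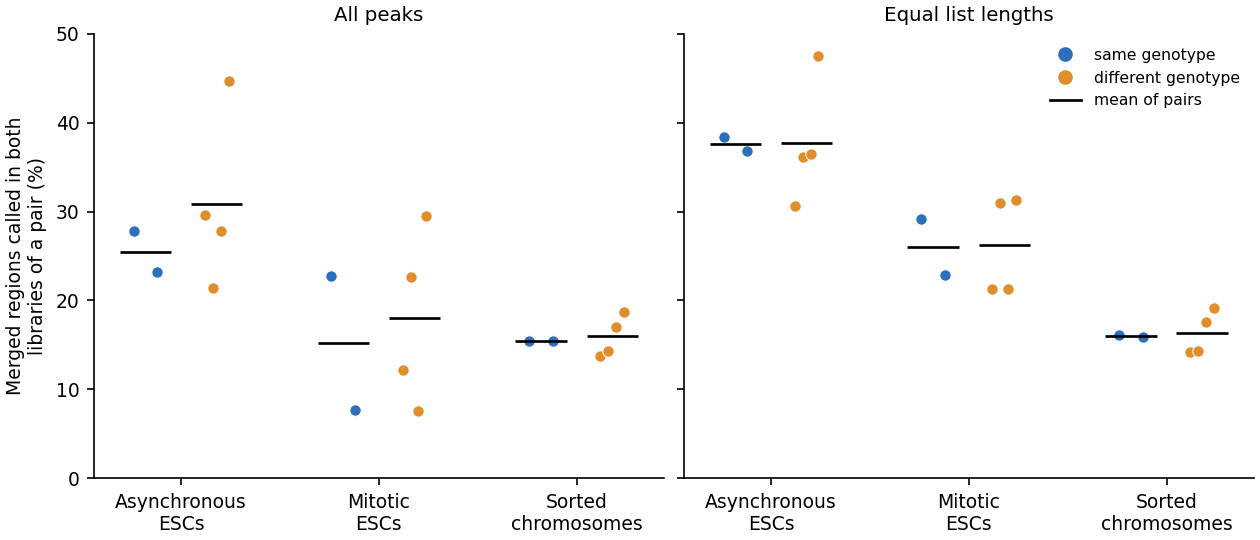
Share of merged regions called in both libraries of a pair, in percent, with all peaks (left) and with the lists of a preparation shortened to equal length (right). Each point is 1 pair of libraries and lines are means over the 2 pairs of the same genotype and the 4 pairs of different genotype. Means of the same and of different genotype lie at 37.6% and 37.7% in asynchronous ESCs, 26.0% and 26.2% in mitotic ESCs, and 16.0% and 16.3% in sorted chromosomes once lengths are equal.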

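The distribution of peaks over chromosomes and promoters was compared between genotypes as a measure of accessibility at a larger scale. Of the 20 chromosomes tested, 1 to 19 and X, 0 had a share of the peaks that differed between Suv39h dn and WT at an adjusted p under 0.05, and 1 did at an unadjusted p under 0.05 (exact two-sided permutation tests on the log2 share, labels permuted within preparations, Benjamini-Hochberg adjustment over the 20 chromosomes). At least 4 chromosomes would have to share the smallest p that the libraries allow for any to pass. Chromosomes 19 and X, whose compaction the paper measured, had mean log2 differences of -0.03 (p = 0.676, exact permutation test) and 0.11 (p = 0.343, exact permutation test), and with equal list lengths these were 0.01 and -0.06. Chromosome 19 held 2.28% and 2.42% of the peaks in the asynchronous WT libraries and 2.30% and 2.34% in the Suv39h dn libraries, and in sorted chromosomes 2.88% and 3.58% in WT and 2.92% and 3.36% in Suv39h dn. The largest rise was on chromosome 11, with a log2 difference of 0.21 (unadjusted p = 0.0463, exact permutation test, adjusted p = 0.679) and a higher share in Suv39h dn in 11 of the 12 comparisons of a Suv39h dn with a WT library. The largest fall was on chromosome 15, at -0.13 (unadjusted p = 0.102, exact permutation test), close to that on chromosome 1. With equal list lengths, 3 chromosomes had an unadjusted p under 0.05, among them chromosome 11 at 0.38 (unadjusted p = 0.0185, exact permutation test) and chromosome 15 at -0.13 (unadjusted p = 0.037, exact permutation test). At the stricter threshold 0 chromosomes did. Chromosome 11 was then at 0.22 (unadjusted p = 0.0926, exact permutation test) and chromosome 15 at -0.18 (unadjusted p = 0.278, exact permutation test).
The share of peaks with a summit within 1 kb of an annotated transcription start site was 32.9% ± 4.63 (SD, n = 2) in WT and 28.8% ± 5.22 (SD, n = 2) in Suv39h dn asynchronous ESCs. It was 50.9% ± 8.19 and 48.8% ± 1.32 (SD, n = 2 each) in mitotic ESCs, and 29.9% ± 3.40 and 30.8% ± 5.90 (SD, n = 2 each) in sorted chromosomes. The mean difference was -1.76 percentage points (p = 0.528, exact two-sided permutation test over 216 arrangements), smaller than the SD in 5 of the 6 groups. It was -5.77 percentage points at the stricter threshold, the alternative that moved it most. From the broad similarity of the global ATAC-seq profiles, illustrated for chromosome 19, and from its differential accessibility analysis, the paper proposes that the altered compaction of Suv39h dn chromosomes does not depend on local changes in accessibility.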

We also examined mitotic progression and cell cycle in ESCs lacking *Suv39h1/h2* activity using live-cell imaging^45^ and propidium iodide staining. As shown in Supplementary Fig. 2f,g, dividing cultures of *Suv39h dn* ESCs produced a similar proportion of cells in G1, S and G2/M phases of the cell cycle because their WT counterparts and mitotic duration were also comparable (Supplementary Fig. 2g, boxplot, right panel). These data exclude any delay in mitotic progression as the cause of increased mitotic chromosome compaction in *Suv39h dn* cells.

### Proteomic analysis of *Suv39h dn* mitotic chromosomes

To analyze the factors binding to unfixed (native) metaphase chromosomes in *Suv39h dn* and WT cells (MEFs and ESCs), we performed proteomic analyses using liquid chromatography–tandem mass spectrometry (LC-MS/MS) in which the data were analyzed using the label-free quantification (LFQ) algorithm in the MaxQuant platform, as detailed previously^36^. For these experiments, an equivalent number of metaphase chromosomes (10^7^) in samples pre- and post-chromosome sorting were compared (schematically shown in Supplementary Fig. 1a), in at least three biological replicates loaded in technical duplicates on the LC-MS/MS (Supplementary Fig. 3a–d, Supplementary Data 1 and 2). After filtering raw MaxQuant data in Perseus as described in Methods, a comparable number of protein hits were identified in WT and *Suv39h dn* MEF samples (Supplementary Data 1). Among these hits, 4,468 were detected in both mitotic lysate and sorted chromosomes for WT MEFs and 4519 were detected in both mitotic lysate and sorted chromosomes for *Suv39h dn* MEFs (Supplementary Data 1). To identify proteins that were enriched on mitotic chromosomes (red), depleted (blue) or unaltered in abundance between mitotic lysate pellets and purified chromosomes (gray), data were subjected to multiple Student’s *t*-tests with permutation-based false discovery rate (FDR) (detailed in Methods) and displayed as volcano plots (Fig. 3a). Both WT and *Suv39h dn* MEFs showed similar proportions of proteins enriched on sorted mitotic chromosomes (11.9% and 16.3%, respectively). Comparing these enriched hits between WT and *Suv39h dn* MEFs (based on the corresponding protein IDs) revealed that many of these chromosome-bound proteins were common to both genotypes (464 of 848), although a subset of candidates (287 of 848) was not enriched in *Suv39h dn* MEF samples compared with WT (Fig. 3b, listed in Supplementary Data 1. These proteins clustered in function, being associated with processes such as transcription, chromosome organization, cell cycle, development and nucleosome organization (Fig. 3c), in addition to H3K9 trimethylation. No obvious functional group was seen among the small group of factors (97 of 848) that were preferentially detected on *Suv39h dn* MEF mitotic chromosomes, compared with WT.

**Fig. 3:**
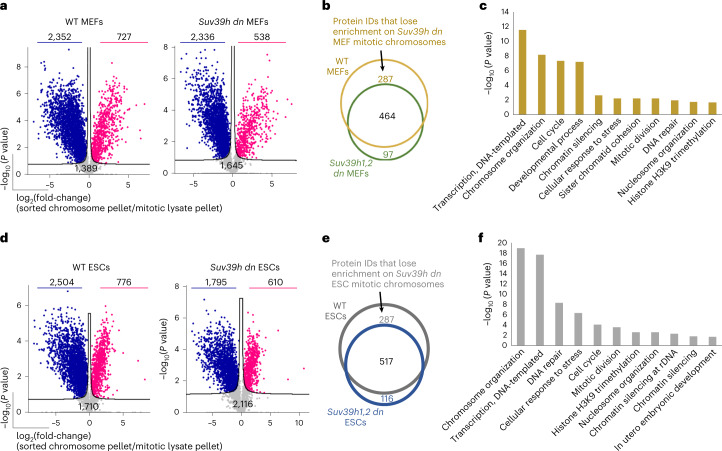
Proteomic analysis reveals a cadre of chromosome-binding factors that require H3K9me3 to remain efficiently bound during mitosis. **a**, Volcano plots of proteins significantly enriched (red), depleted (blue) or not significantly changed (gray) on sorted chromosomes relative to mitotic lysate pellets for WT (left) and *Suv39h dn* (right) MEFs (unpaired, two-tailed Student’s *t*-test, permutation-based FDR < 0.05, s0 = 0.1 (*n* = 3 independent experiments each measured in technical duplicate; see Methods for details). Proteins were plotted as log_2_(fold-change LFQ intensity of sorted chromosome pellets/LFQ intensity of mitotic lysate pellet versus significance) (−log_10_(*P*)) using Perseus software). The number of proteins in each category is indicated on the volcano plot. **b**, Venn diagram showing the overlap of protein IDs enriched on mitotic chromosomes between WT and *Suv39h dn* MEF samples. **c**, GO term (biological process) analysis of proteins that lose enrichment on *Suv39h dn* mitotic MEF chromosomes compared with WT. Analysis was performed at http://geneontology.org using Fisher’s exact test with FDR correction. **d**, Volcano plots (as in **a**) of proteins significantly enriched (red), depleted (blue) or not significantly changed (gray) on sorted chromosomes relative to mitotic lysate pellets for WT (left) and *Suv39h dn* (right) mouse ESCs. **e**, Venn diagram showing the overlap of protein IDs enriched on mitotic chromosomes between WT and *Suv39h dn* mouse ESC samples. **f**, GO term (biological process) analysis (as in **c**) of proteins that lose enrichment on *Suv39h dn* mitotic mouse ESC chromosomes compared with WT.

We performed an analogous comparison in ESCs (Fig. 3d–f). After filtering, 4,990 protein hits were detected in both mitotic lysate and sorted chromosome samples for WT ESCs and 4,521 were detected in both mitotic lysate and sorted chromosomes for *Suv39h dn* ESCs (Supplementary Data 2). Of these, 15.6 and 13.5% were identified as being significantly enriched on mitotic chromosomes for WT and *Suv39h dn* ESCs, respectively (Fig. 3d). Although a majority (56%) of chromosome-bound candidates were common to both genotypes, a subset (287 of 920) was not detected in the absence of both Suv39h enzymes (Fig. 3e). These candidates showed gene ontology (GO) term assignments that were remarkably similar to those identified previously in MEFs, encompassing chromosome organization, transcription, DNA repair, cellular responses to stress, chromatin silencing and H3K9 trimethylation (compare Fig. 3c,f, Supplementary Data 1 and 2). Taken together, these data highlight a commonality in the functional pathways affected by H3K9me3 removal in very divergent cell types: pluripotent stem cells and differentiated fibroblasts.

### Altered retention of TFs on *Suv39h dn* mitotic chromosomes

To further investigate the factors that require H3K9me3 to remain efficiently bound to mitotic chromosomes in dividing ESCs, we looked in detail at the representation of pluripotency-associated proteins in sorted mitotic chromosomes from WT and *Suv39h dn* ESC samples. Factors such as Sox2, Utf1, Zfp296, Sall4, Dppa2 and Dppa4, which we previously identified as being bound to unfixed mitotic ESC chromosomes^36^, showed an equivalent representation in control and mutant samples (Fig. 4a). In the absence of Suv39h enzymes and H3K9me3, however, factors such as Esrrb (estrogen-related receptor-β, a well-characterized mitotic bookmarking factor^31,32^), Tead4 (TEA domain transcription factor 4) and Tbx3 (T-box transcription factor) were no longer enriched on mitotic chromosomes (Fig. 4a). To exclude such deficits being simply the result of lower levels of expression by mutant cells, we compared our proteomic data with previously published transcriptomic data^27^. For both genotypes, there was a strong correlation between protein abundance in mitotic lysates and chromosome samples and between protein and transcript levels (Supplementary Fig. 4a). However, differences in the proteome of *Suv39h dn* mitotic chromosomes, relative to WT, appeared independent of differences in the mitotic lysate or underlying transcriptome (Supplementary Fig. 4b). This suggests that a loss of TF retention in *Suv39h dn* mitotic chromosomes is unlikely to be explained by changes in their abundance. To explore this in more detail, we examined the retention of a specific candidate, Esrrb. In WT and *Suv39h dn* ESCs, Esrrb levels were broadly comparable (Supplementary Fig. 4c) and proteomic data confirmed that Esrrb was equivalently represented in WT and *Suv39h dn* mitotic lysates (Supplementary Fig. 4d). However, sorted mitotic chromosomes from *Suv39h dn* ESCs showed an underrepresentation of Esrrb (Supplementary Fig. 4e) compared with equivalent WT controls. To validate this result, we isolated native mitotic chromosomes 19 and X from *Suv39h dn* and WT ESCs and analyzed Esrrb levels by immunofluorescence. As shown in Fig. 4b, Esrrb (red) was significantly reduced in *Suv39h dn* samples compared with WT ones. This decreased retention of Esrrb was not accompanied by any pronounced loss of chromatin accessibility at Esrrb bookmarking sites^32^, as judged by ATAC-seq analysis of asynchronous, mitotic and sorted chromosome preparations (Supplementary Fig. 4f). This is consistent with a global similarity in ATAC-seq data derived from WT and *Suv39h dn* samples (Fig. 2g and Supplementary Fig. 2e). However, direct analyses of Esrrb binding by chromatin immunoprecipitation (ChIP), using a double fixation protocol that preserves DNA–TF interactions in mitotic samples^31–33^, revealed deficits in Esrrb bookmarking in *Suv39h dn* ESCs (Fig. 4c). 

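The paper measured Esrrb binding by ChIP-qPCR with 11 primer pairs, at 7 bookmarked sites, 2 sites from which Esrrb is lost in mitosis and 2 negative controls. Peaks within 500 bp of these amplicons were counted. Both primers matched the mm10 genome (GRCm38) exactly for 6 pairs, of which 3 were bookmarked sites, and the other 5 pairs were placed within 100 kb of the named gene with up to 2 edits per primer, a choice made after the exact matches were known. Of the 3 bookmarked sites placed exactly, the asynchronous WT libraries had a peak at 1 and 2, and both asynchronous Suv39h dn libraries at 2. In mitotic ESCs the numbers were 0 and 1 in WT and 0 and 0 in Suv39h dn, and in sorted chromosomes 0 in all 4 libraries. Over all 7 bookmarked sites the numbers were 3 and 5 in WT and 5 and 5 in Suv39h dn asynchronous ESCs, 1 and 3 in WT and 1 and 1 in Suv39h dn mitotic ESCs, and 0 in all 4 libraries of sorted chromosomes. The 2 Jam2 sites lie so close that the same peak was counted for both in the mitotic WT library 2 and in each asynchronous Suv39h dn library. With a peak required to overlap the amplicon, the difference between the genotype means at the 3 exact sites in asynchronous ESCs changed from 0.5 to -0.5 sites. With so few sites with a peak in the WT mitotic ESCs and none in WT sorted chromosomes, these lists cannot show a loss there.
The Tet2 amplicon lies in an intron of Tet2 on chromosome 3 from 133534229 to 133534303 and has the sequence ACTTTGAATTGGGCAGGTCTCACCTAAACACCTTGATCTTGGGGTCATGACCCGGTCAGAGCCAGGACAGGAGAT. A peak overlapped it in all 4 asynchronous libraries, with the authors' fold enrichment at 8.20 and 11.8 in WT and 9.06 and 12.3 in Suv39h dn, and in 0 of the other libraries. The Rex1 amplicon, placed with 1 edit, lies between genes on chromosome 8 from 43320710 to 43320822, 13786 bp from the nearest start site, that of Zfp42 (Rex1), and was the site with a peak in all 8 libraries from cells. The highest authors' fold enrichment near it in the mitotic libraries was 10.1 and 9.38 in WT and 5.27 and 8.39 in Suv39h dn, and at the stricter threshold the peak of the Suv39h dn mitotic library 1 was lost. The amplicons Jam2_s1 (chromosome 16, 84779419 to 84779517, with 2 edits) and Jam2_s2 (84779957 to 84780064, exact) lie in an intron of Jam2, and each had 2 Esrrb motifs TNAAGGTCA within 500 bp. Both had a peak within 500 bp in the asynchronous WT library 2, in both asynchronous Suv39h dn libraries and in the mitotic WT library 2. At the stricter threshold it was lost in the asynchronous Suv39h dn library 1 and in the mitotic WT library 2. Esrrb, in its own intron on chromosome 12 from 86501769 to 86501864 (with 2 edits), had a peak in the 4 asynchronous libraries alone. At the stricter threshold this peak was lost in the asynchronous library 1 of each genotype. Capn2, in an intron of the gene on chromosome 1 from 182500884 to 182500975, and Tbx3, in an intron of Tbx3os1 on chromosome 5 from 119584515 to 119584600 (with 1 edit), had a peak in 0 of the 12 libraries, although Capn2 has 7 Esrrb motifs within 500 bp.
Among the sites where Esrrb is lost, Twistnb (chromosome 12, 33427442 to 33427529, with 1 edit) had a peak in all 4 asynchronous libraries and in the mitotic library 2 of each genotype, and Mgat3 (chromosome 15, 80169587 to 80169673) in the asynchronous and the sorted WT library 2. Both Mgat3 peaks were lost at the stricter threshold. Of the negative controls, Esrrb 3' (chromosome 12, 86525055 to 86525168) had a peak in both Suv39h dn libraries of sorted chromosomes, 443 and 415 bp away, and in 0 others, and neither was kept at the stricter threshold. The amplicon at the Actb promoter (chromosome 5, 142906738 to 142906802) had a peak in 4 libraries, 3 of them of sorted chromosomes. At the stricter threshold it kept a peak in the asynchronous and the sorted WT library 2 only.

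**Figure D3:**
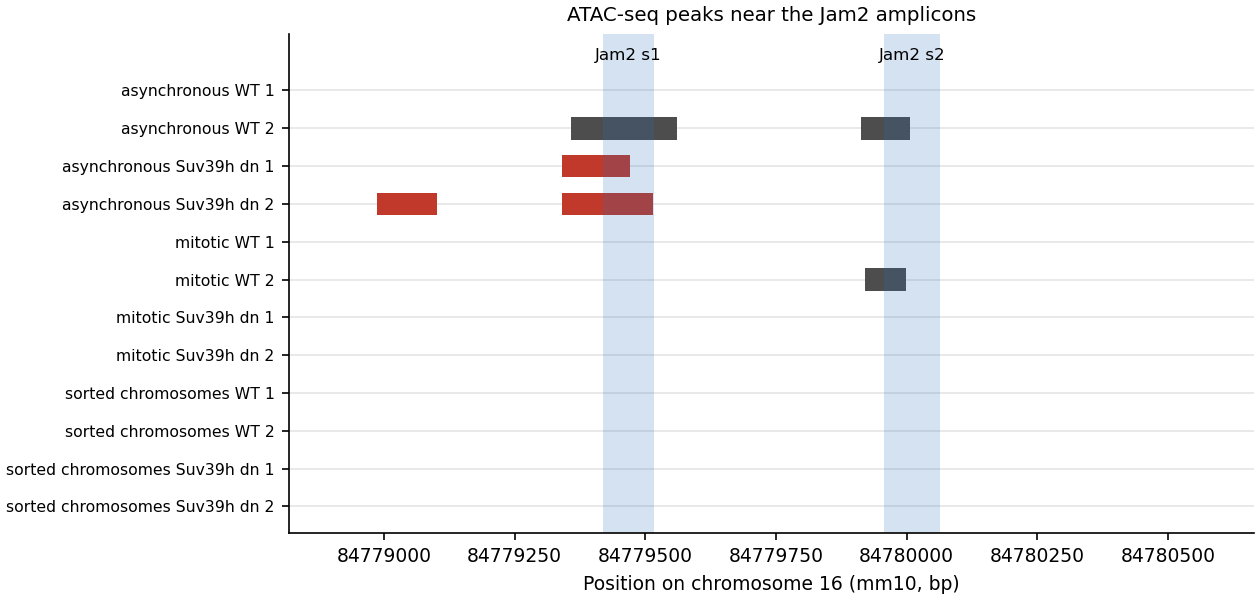
Peaks near the Jam2_s1 and Jam2_s2 amplicons (shaded) on chromosome 16 of mm10, with 1 row per library. Bars span the called peaks of WT (grey) and Suv39h dn (red) libraries. Peaks over Jam2_s1 appear in 3 asynchronous libraries, peaks over Jam2_s2 in the asynchronous and mitotic WT library 2, and the 4 rows of sorted chromosomes are empty.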

We selected candidate sites from previous publications^31^ as representing sites that were either bookmarked throughout mitosis by Esrrb (*Capn2*, *Esrrb*, *Jam2-s1*, *Jam2-s2*, *Tbx3* and *Tet2*), bound by Esrrb only in interphase (*Mgat3* and *Twistnb*) or negative control sites that do not bind Esrrb (*Esrrb-3*′ and *Actb*)^31^. A statistically significant decrease in Esrrb binding was observed at five of seven bookmarked sites analyzed in *Suv39h dn* compared with WT mitotic chromosome samples (upper panel). ChIP analysis of asynchronous samples showed no significant differences in Esrrb binding between these genotypes, suggesting that Esrrb binding loss is selective for (or more evident in) mitosis.

**Fig. 4:**
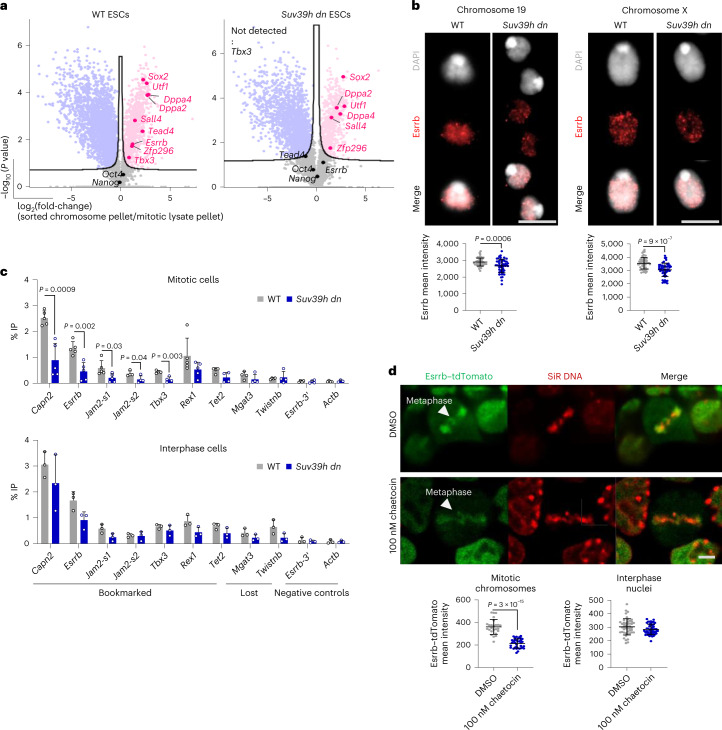
ESCs lacking Suv39h1/Suv39h2 show an altered retention of pluripotency-associated factors on mitotic chromosomes. **a**, Volcano plots as in Fig. 3d, highlighting pluripotency-associated factors that are enriched (red) or not significantly changed (black) on WT (left plot) or *Suv39h dn* (right plot) ESC mitotic chromosomes. **b**, Esrrb immunolabeling (red) of WT and *Suv39h dn* flow-sorted chromosomes 19 (left panel) and X (right panel), where DAPI counterstain is shown in light gray. Scale bar, 5 μm. Esrrb mean intensities were measured across individual chromosomes; the mean ± s.d. is shown (*n* = minimum 50 chromosomes analyzed over 3 independent experiments). *P* values of statistically significant changes, measured by unpaired, two-tailed Student’s *t*-tests, are indicated. **c**, Esrrb ChIP–qPCR analysis in WT versus *Suv39h dn* mitotic and asynchronous ESCs. Enrichment (immunoprecipitated as a percentage of input (% IP)) was measured at Esrrb bookmarked sites (*Capn2*, *Esrrb*, *Jam2-s1*, *Jam2-s2*, *Tbx3* and *Tet2*), Esrrb lost sites (bound only in interphase*; Mgat3* and *Twistnb*) or control sites that do not bind Esrrb (*Esrrb-3*′ and *Actb*). The mean + s.d. results are shown. For interphase cells *n* = 3 biological replicates, for mitotic cells *n* = 4 biological replicates (except *Capn2*, *Esrrb*, *Rex1* and *Jam2-s1*, where *n* = 5). **d**, Live-cell imaging of Esrrb–tdTomato mouse ESCs pretreated with DMSO (upper panel) or 100 nM of chaetocin (lower panel) cultured with SiR-DNA (red). Arrows show Esrrb localization to mitotic chromatin. Scale bar, 5 μm. Esrrb–tdTomato mean intensities on mitotic DNA (gated based on SiR-DNA signal) and in interphase nuclei were quantified for each condition; the mean ± s.d. is shown. For mitotic chromosomes: *n* = 25 (DMSO) or *n* = 35 (chaetocin) cells analyzed; for interphase nuclei: *n* = 46 cells analyzed for both DMSO and chaetocin treatments, representing 3 independent experiments. **b**–**d**, *P* values of statistically significant changes, measured by unpaired, two-tailed Student’s *t*-tests, are indicated. Source data and precise *n* numbers are provided. Source data

To test the impact of acute H3K9me3 depletion on mitotic retention of Esrrb, we used WT ESCs expressing an endogenous Esrrb–tdTomato fusion protein^31^. Esrrb–tdTomato ESCs were examined by live-cell imaging with and without addition of chaetocin, a mycotoxin that inhibits Suv39h1 activity^46,47^ (Supplementary Videos 1 and 2). As anticipated, Esrrb decorated metaphase chromosomes (red) in these ESCs (Fig. 4d, upper panels). However, after chaetocin treatment, Esrrb binding at metaphase chromosomes was substantially lowered (Fig. 4d, lower panel). Live-cell imaging of Esrrb–tdTomato in ESCs pretreated with chaetocin versus dimethylsulfoxide (DMSO) controls confirmed a significant decrease in signal intensity in response to chaetocin, which was evident mitosis, but not interphase (compare histograms, Fig. 4d). In contrast to Esrrb, Sox2 remained unaffected on sorted mitotic chromosomes after chaetocin treatment (Supplementary Fig. 4g,h), indicating that Suv39h1 drug inhibition does not induce a global dissociation of pluripotency factors. Taken together, these data show that both short- and long-term depletion of Suv39h1/Suv39h2 activity in ESCs result in reduced retention of Esrrb on mitotic chromosomes.

### Mitotic chromosome size and factor retention depend on Suv39h

Our data raise the intriguing possibility that retention of TFs through mitosis may be sensitive to H3K9me3. As this could reflect a dependency on either H3K9me3 itself or the correct marking and function of constitutive heterochromatin domains, we asked whether other H3K9me3-associated proteins were also enriched or depleted in mitotic samples (Supplementary Fig. 5a). It is interesting that HP1α (or CBx5) binding was retained on *Suv39h dn* mitotic chromosomes, as were the Swi/Snf chromatin re-modelers Smarcb1 and Atrx, a protein known to bind at heterochromatic repeat elements, including telomeres, ribosomal DNA repeats, endogenous retroviral elements and pericentric domains^48,49^. In contrast, components of the lysine-specific histone demethylase complex 1A (LSD1 or Kdm1a), which are known to interact with Esrrb in trophoblast stem cells^50^, were less well retained on H3K9me3-depleted mitotic chromosomes (compare Kdm1a and Rcor1; Supplementary Fig. 5a). Our proteomic comparisons also revealed increases in the representation of certain factors, notably histone H1 variants, at mitotic *Suv39h dn* chromosomes, relative to WT controls (Supplementary Fig. 5b). This may be relevant because linker histones have been widely implicated in chromatin condensation^51–59^ and an overrepresentation of histone H1 could contribute to the characteristically compact state of *Suv39h dn* mitotic chromosomes.

To ask whether inefficient retention of Esrrb binding during mitosis was reversed by H3K9me3 rescue, we transfected *Suv39h dn* ESCs with Suv39h1 (ref. ^39^). The provision of Suv39h1 restored H3K9me3 labeling of centromeric domains, as exemplified for mitotic chromosomes 19 and X (Fig. 5a), and resulted in decreased H3K27me3 across centromeric (DAPI-intense) domains (Fig. 5a). Importantly, Suv39h1 transfection also rescued mitotic chromosome size and centromere compaction (Fig. 5b), and restored efficient Esrrb retention by *Suv39h dn* mitotic chromosomes, assessed by proteomic profiling (Fig. 5c).

**Fig. 5:**
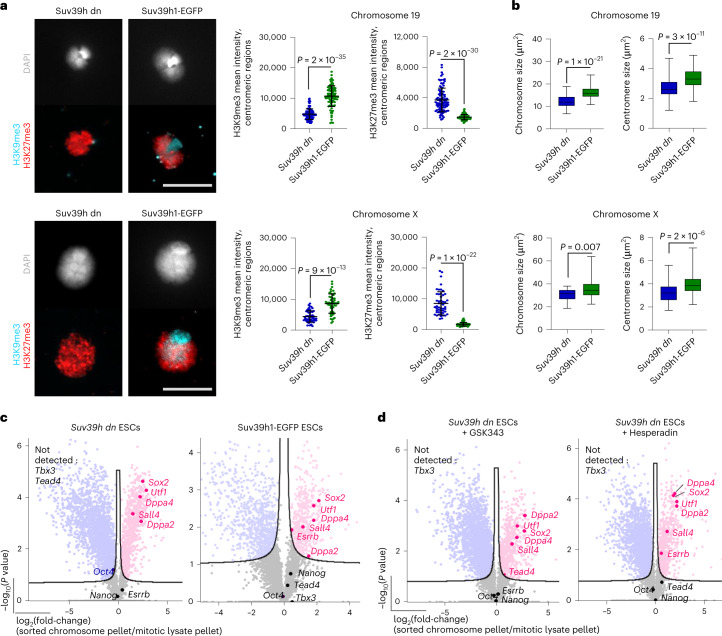
Optimal retention of mitotic bookmarking factors such as Esrrb requires H3K9me3. **a**, Representative images of coimmunolabeling of histone H3K9me3 (blue) and H3K27me3 (red) on chromosomes 19 (upper panel) and X (lower panel) isolated from *Suv39h dn* ESCs or *Suv39h dn* ESCs overexpressing Suv39h1-EGFP. The DAPI counterstain is shown in light gray. Scale bar, 5 μm. H3K9me3 and H3K27me3 mean intensities were measured at centromeric regions of chromosomes 19 and X (mean ± s.d. is shown; *n* = minimum 50 chromosomes analyzed over 3 independent experiments). *P* values of statistically significant changes, measured by unpaired, two-tailed Student’s *t*-tests, are indicated. **b**, Size measurements of chromosomes 19 (upper panel) and X (lower panel) isolated from *Suv39h dn* ESCs or *Suv39h dn* ESCs overexpressing Suv39h1-EGFP. Boxplots show area measurements of individual chromosomes and centromeres for each cell line. Minimum, lower quartile, median, upper quartile and maximum values are indicated (*n* = minimum 100 chromosome measurements for each cell line). *P* values of statistically significant changes, measured by unpaired, two-tailed Student’s *t*-tests, are indicated. **a**,**b**, Source data and precise *n* numbers are provided. **c**,**d**, Volcano plots highlighting pluripotency-associated factors that are enriched (red) or not significantly changed (black) on mitotic chromosomes versus mitotic lysate pellets for *Suv39h dn* ESCs and *Suv39h dn* ESCs expressing Suv39h1-EGFP (**c**) and *Suv39h dn* ESCs treated with GSK343 or *Suv39h dn* ESCs treated with Hesperadin (**d**). Proteins were plotted as log_2_(fold-change LFQ intensity of sorted chromosome pellets/LFQ intensity of mitotic lysate pellet and significance) (−log_10_(*P*)) using Perseus software (unpaired, two-tailed Student’s *t*-test, permutation-based FDR < 0.05, s0 = 0.1; *n* = 3 independent experiments each measured in technical duplicate; see Methods for details). Source data

### Impact of H3K9me3 loss on chromatin and TF binding in mitosis

We have shown that H3K9me3 removal results in increased levels of H3K27me3 and H3S10ph on mitotic chromosomes. As these chromatin changes might also contribute to the altered binding of factors such as Tead4 and Esrrb in *Suv39h dn* cells, we asked whether inhibition of PRC2 activity (GSK343) or aurora kinase b activity (Hesperadin)^60^ (to reduce H3K27me3 or H3S10ph, respectively) impacts mitotic retention. Proteomic comparisons (Fig. 5d) showed that Esrrb retention by *Suv39h dn* mitotic chromosomes was increased by inhibiting H3S10ph, whereas Tead4 retention was selectively increased on H3K27me3 inhibition. To understand how Esrrb retention during mitosis might be impacted by the loss of H3K9me3 and altered heterochromatin structure^41^, we examined the detailed distribution of Esrrb through the cell cycle, relative to heterochromatic and euchromatic chromatin features. Using the tdTomato–Esrrb ESC line^31^, endogenous Esrrb clearly decorated chromosomes throughout all stages of mitosis (Supplementary Fig. 6a) and also colocalized with DAPI-stained DNA in interphase, as reported previously^31^. We show in the present study that euchromatic and heterochromatic regions of chromosomes are labeled by Esrrb (Fig. 6a and Supplementary Fig. 6a), with signal also detected at DAPI-intense, pericentromeric domains of isolated mitotic chromosomes (Fig. 6b). Treatment with the Suv39h1 inhibitor chaetocin substantially reduced Esrrb detection throughout mitosis (metaphase and telophase stages) and affected Esrrb distribution at euchromatin and heterochromatin domains (Fig. 6c). As H3K9me3 can regulate the expression of genomic repeat elements^27^, we examined the expression of euchromatin- and heterochromatin-based repeats in *Suv39h dn* mitotic ESCs. Cot-1 RNA, which predominately contains LINE-1 (long interspersed nuclear element-1) and SINE (short interspersed nuclear element) repeat elements, was used to probe euchromatin repeat expression^61^ and gamma-satellite (γSat) RNA to probe heterochromatin-repeat expression^62^. We observed a marked increase in Cot-1 RNA in mitotic *Suv39h dn* ESCs compared with WT controls (pink, Fig. 6d), and more specifically LINE-1 expression, as confirmed by quantitative (q)PCR analysis (Supplementary Fig. 6b) and L1 ORF1 protein levels (Supplementary Fig. 6c). In contrast, the expression and distribution of major satellite repeats RNA (yellow, γSat; Fig. 6d) appeared similar in WT and *Suv39h dn* ESCs through mitosis.

**Fig. 6:**
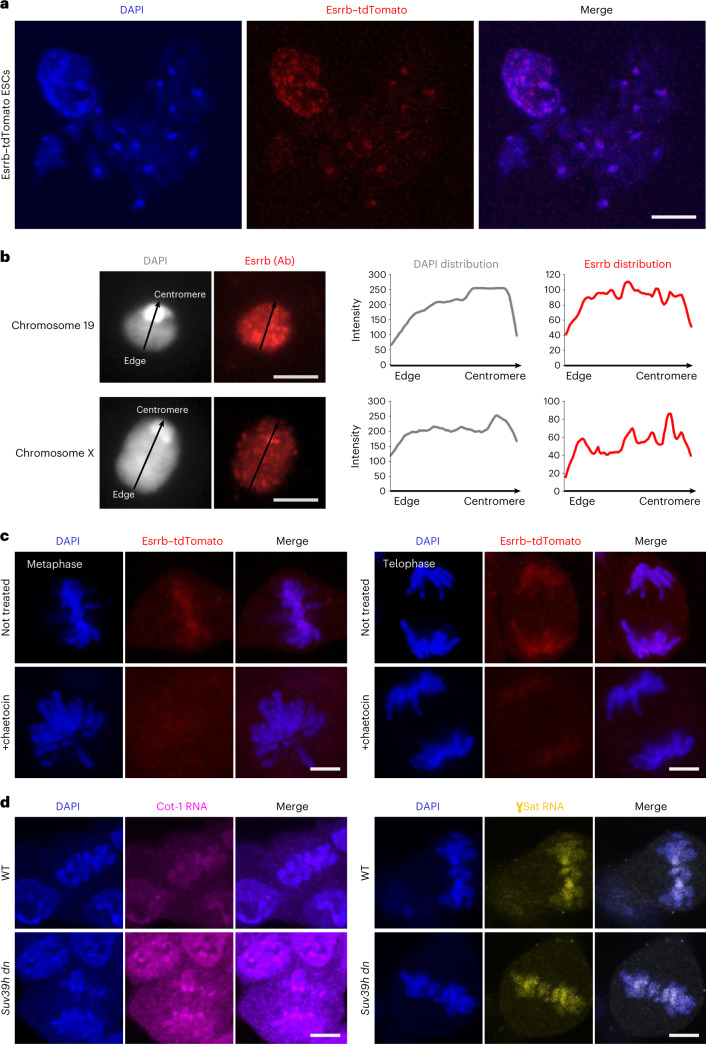
Esrrb association with euchromatin and heterochromatin regions during mitosis. **a**, Representative images of Esrrb–tdTomato ESC metaphase spreads stained with DAPI (blue). Scale bar, 10 μm. **b**, Esrrb immunolabeling (red) of flow-sorted chromosomes 19 (top panel) and X (lower panel), where DAPI counterstain is shown in light gray. Scale bar, 5 μm. Linescan analysis (profile plots) is shown of Esrrb (red) and DAPI (gray) intensities across chromosomes 19 and X (right panels). Ab, antibody. **c**, Representative fluorescence images of Esrrb–tdTomato ESCs at metaphase (left) and telophase (right) stages with and without chaetocin treatment. DAPI stain is in blue. **d**, Cot-1 (pink) and γSat repeat (yellow) RNA–FISH in WT and *Suv39h dn* ESCs, with DAPI stain in blue. Scale bar, 5 μm. All the images represent three independent experiments.

## Discussion

To gain a broad understanding of the impact that H3K9 methylation loss has during mitosis, we examined the size and epigenetic features of chromosomes isolated from ESCs and fibroblasts that lacked Suv39h1/Suv39h2, Setdb1/Setdb2 or G9a/Glp. Mitotic chromosomes from cells devoid of H3K9me3 (Suv39h1/Suv39h2 double null) were distinct in being significantly more compact than WT equivalents, with highly condensed centromeres decorated by H3K27me3 (rather than H3K9me3). These mitotic chromosomes also showed a twofold enrichment in H3S10ph and significantly increased representation of several histone H1 variants, as determined by proteomic analysis (histones H1.1, H1.2, H1.3, H1.4 and H1.5; Supplementary Fig. 5b). Increased levels of histone H1 variants, H3S10ph and H3K27me3, have been independently shown to result in enhanced chromosome compaction in other settings^36,51–53,63–65^ and we show in the present study that inhibition of H3K27me3 activity can reverse the compaction of *Suv39h dn* mitotic chromosomes. These results contribute to an extensive catalog of structural and organizational defects that have previously been described in interphase mammalian cells on H3K9me3 withdrawal^66,67^. This includes altered heterochromatin organization, extended telomere length, DNA-repair pathway activation, repeat element re-expression and genomic instability, which manifests as H3K9me3-deficient cells transit mitotic or meiotic division^13,41^. Our data, which are focused on mitotic events, reveal that H3K9me3 is also required to sustain binding of a rich cadre of proteins to mitotic chromosomes. These proteins collectively influence DNA-templated transcription, chromatin silencing, DNA repair, cellular stress and chromosome organization, processes that are likely to be particularly important during and immediately after cell division. Although we did not observe mitotic defects in our cultured ESC lines, it is worth noting that Suv39h1/Suv39h2-deficient mice show severely impaired viability and aneuploidy with increased tumor incidence, and also fail to generate mature functional sperm^13^.

In the present study, we showed that H3K9me3 is required for the efficient retention of some TFs such as Esrrb on mitotic chromosomes during ESC division. Genetic ablation of Suv39h1 and Suv39h2 resulted in a reduced representation of Esrrb on native sorted mitotic chromosomes, as revealed by quantitative proteomics, as well as reduced Esrrb protein detected by cellular fluorescence-based labeling. This dependency of Esrrb was supported independently by studies of acute H3K9me3 depletion targeted by pharmacological exposure to chaetocin, and demonstrations that Esrrb representation on *Suv39h dn* mitotic chromosomes was restored by transfection of Suv39h1 and H3K9me3 rescue. These results highlight a previously unrecognized role for H3K9me3 in retaining TFs, including Esrrb, Tead4, Tbx3 and other proteins (involved in transcription, DNA repair, chromatin silencing and chromosome organization) on condensed mitotic chromosomes. The binding of Tead4, a factor involved in Hippo signaling^68^, was diminished in *Suv39h dn* mitotic ESC chromosomes, as was Tbx3, a factor expressed early in the developing intracellular matrix and implicated in regulating extraembryonic endoderm^69^ and the mitotic bookmarking factor Esrrb^31,32^. In contrast, the pluripotency factor Sox2, which is implicated in regulating target genes in association with either Oct4 or Esrrb^70–72^, was equivalently represented on mitotic chromosomes with or without H3K9me3. Previous studies have shown that Sox2 and Esrrb normally remain chromosome bound in mitosis^30,31^ and these results reveal an intriguing selective sensitivity of Esrrb to H3K9me3 depletion.

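Canonical Esrrb binding sites can be followed across the genome only in part through the Esrrb motif TNAAGGTCA under ATAC-seq peaks. Of the 7 bookmarked amplicons, Tet2, Rex1 and Tbx3 had 0 such motifs within 500 bp. Capn2 had 7 and a peak in 0 libraries. The share of peaks with the motif on either strand within 100 bp of the summit was 1.50% ± 0.0371 (SD, n = 2) in WT and 1.27% ± 0.0714 (SD, n = 2) in Suv39h dn asynchronous ESCs. In mitotic ESCs it was 1.14% ± 0.136 (SD, n = 2) in WT and 0.773% ± 0.121 (SD, n = 2) in Suv39h dn. The Suv39h dn mitotic library 1 held 1746 peaks, of which 0.687% had the motif, so its share rests on few peaks. In sorted chromosomes the order of the genotypes was opposite, with 0.958% ± 0.00622 (SD, n = 2) in WT and 1.03% ± 0.0267 (SD, n = 2) in Suv39h dn. The mean difference over the 3 preparations was -0.178 percentage points (p = 0.0556, exact two-sided permutation test over 216 arrangements). With 2 libraries per group, no preparation on its own can give an exact two-sided p under 0.333. The difference was past the threshold with the motif within 50 bp of the summit, at -0.127 percentage points (p = 0.0185, exact permutation test), and with TCAAGGTCA in place of TNAAGGTCA, at -0.132 percentage points (p = 0.0463, exact permutation test), but at the stricter threshold the mean was 0.0098 percentage points (p = 0.917, exact permutation test), from -0.222 in asynchronous ESCs, 0.136 in mitotic ESCs and 0.115 in sorted chromosomes. With equal list lengths the mean was -0.0944 percentage points (p = 0.278, exact permutation test). At the stricter threshold the Suv39h dn mitotic library 1 kept 615 peaks, of which 0.976% had the motif. The mitotic value at that threshold therefore also rests on few peaks. The reversed motif ACTGGAANT, a sequence of the same base composition read backwards, differed by -0.0044 percentage points between genotypes (p = 0.889, exact two-sided permutation test).

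**Figure D4:**
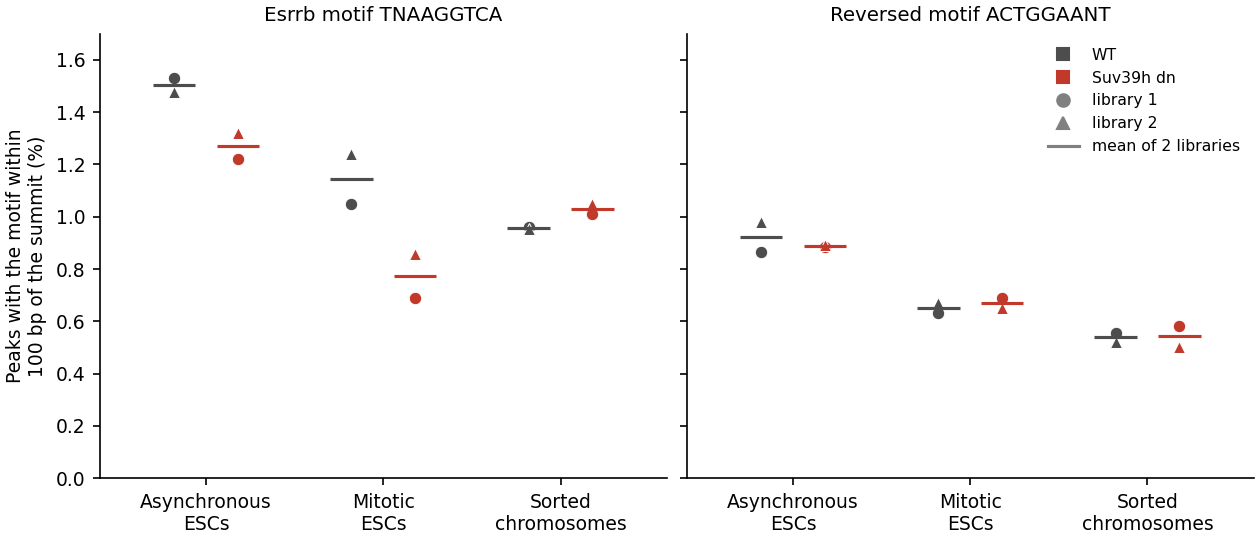
Percentage of peaks with the Esrrb motif TNAAGGTCA (left) or the reversed motif ACTGGAANT (right) within 100 bp of the summit, for each library of the 3 preparations. Symbols are libraries and lines are means of the 2 libraries of a group. Both Suv39h dn libraries lie below both WT libraries for the Esrrb motif in asynchronous and mitotic ESCs and above them in sorted chromosomes, and the genotypes overlap for the reversed motif.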

ATAC-seq comparisons of WT and *Suv39h dn* asynchronous ESCs, mitotic cells and isolated native mitotic chromosomes showed that the profiles of mutant and control samples were surprisingly similar, indicating that canonical binding sites for this protein remain largely accessible. However, ChIP analysis at selected target genes clearly showed that Esrrb binding was diminished in *Suv39h dn* mitotic chromosome samples at several ‘bookmarked’ target sites^31^. It is possible that changes in Esrrb binding could reflect chromatin events that are downstream of H3K9me3 loss, such as increased phosphorylation of H3S10. In this regard, we showed that increased H3S10ph correlated with reduced representation of Esrrb and the Esrrb-associated factors Rfeb1, Tfeb^50^ and Tcf7l1. Furthermore, inhibition of aurora kinase B activity in *Suv39h dn* ESCs fully restored the representation of Esrrb on mitotic chromosomes, highlighting a functional overlap between H3K9me3 loss and H310Sph gain. At least two other mechanisms should also be considered. The first acknowledges that, in mitosis, extreme chromosome condensation could elicit liquid–liquid phase separation and the formation of local condensates of DNA-binding factors that may coat chromosomes. This may be impacted by Suv39h loss and the resulting changes of heterochromatin. Second, it remains formally possible that Suv39h1 and Suv39h2 have nonhistone substrates that could impact Esrrb and chromosome function^73^. For example, in B cells, Suv39h1 has been shown to methylate RAG-2 (recombination activating gene 2 protein) and is implicated in class switch recombination^74^, and also methylates Dot1L and the mycobacterial protein HupB^75^. Likewise, Suv39h2 can trimethylate the histone H3K4 demethylating enzyme lysine-specific demethylase 1 (LSD1) and methylates H2AX during damage repair^76,77^.

Cells lacking Suv39h1 and Suv39h2 also display changes in the repertoire of factors bound to mitotic chromosomes, providing important primary evidence that chromatin is critical for TF retention through mitosis. *Suv39h dn* fibroblasts and ESCs showed reduced representation of several TFs on H3K9me3-depleted mitotic chromosomes, in addition to proteins involved in DNA repair, nucleosome organization, chromatin silencing and chromosome organization. It is interesting to speculate that these groups of proteins might be relevant for protecting the genetic and epigenetic state of daughter cells that inherit a cargo of chromosome-associated proteins after cytokinesis, ahead of de novo gene expression beginning in G1. In this setting, both WT and *Suv39h dn* mitotic chromosomes showed an enrichment in core PRC1, PRC2 components and DNA-methylation machinery, relative to mitotic lysates. In addition, although retention of certain TFs was impaired after H3K9me3 loss, many pluripotency-associated factors, such as Dppa2, Dppa4, Mpp8 and Sox2, remained chromosome associated in Suv39h1/Suv39h2 mutants through mitosis. Dppa2 and Dppa4 are small heterodimerizing nuclear proteins that are known to regulate zygotic genome activation. In ESCs, these proteins have also been shown to be critical for maintaining the functionally primed state of a subset of bivalent genes in ESCs, protecting them from de novo DNA methylation and irreversible silencing^78,79^. M-phase phosphoprotein 8 (Mpp8 or Mphosph8) is an essential player in safeguarding ground-state pluripotency and stem-cell renewal, through interactions with a plethora of epigenetic silencing proteins, including Dnmt3a, Setdb1 and Sirt1. It is of interest that Mpp8 has also been implicated in repressing LINE-1 and L1-ORF2 expression, together with the human silencing hub (HUSH) complex^80^. Although we do not yet know the basis of mitotic factor sensitivity or resistance to H3K9me3 loss, it is possible that chromosome-bound Dppa2, Dppa4 and Mpp8 could act as safeguards, protecting the epigenetic fidelity and pluripotent state of newly established daughter cells, particularly in the context of de novo DNA methylation conveyed by chromosome-bound Dnmt3a. Our analyses also showed that ESCs that lack Suv39h1/Suv39h2 overexpress LINE-1 and L1-ORF2, consistent with previous studies^27^, and we detected an increased representation of L1-OF2 protein on H3K9me3-depleted mitotic chromosomes (Supplementary Fig. 6b,c). As H3K9me3 is not strictly required for Mpp8-mediated repression of LINE-1 elements^80^, it is likely that the overexpression of LINE-1 elements in mutant Suv39h1h2-null cells may stem from failures to recruit and maintain Setdb1 and the HUSH complex at appropriate targets.

Our study asked whether repressive chromatin has a role in retaining chromosome-associated factors through mitosis. This important question was addressed using an approach that enables unfixed ‘native’ mitotic chromosomes to be directly isolated from dividing cells^36^. By examining purified mitotic chromosomes either from cells at different stages of development or from cells that lack specific chromatin features, it was possible to compile a comprehensive and quantitative catalog of proteins retained by mitotic chromosomes in the absence of Suv39h1/Suv39h2-mediated H3K9me3. We showed that repressive chromatin is critical for maintaining the efficient binding of certain proteins to mitotic chromosomes. Therefore, in addition to the important role of H3K9me3 in regulating gene and chromosome function during interphase, H3K9me3 is important for mitotic chromosome structure and the efficient retention of a cohort of TFs during mitosis.

## Methods

### Cells

Mouse ESCs used were WT (WT26), *Suv39h dn* (DN57)^26^, *Suv39h1-EGFP* (*Suv39h dn* ESCs overexpressing full-length Suv39h1)^39^ and Esrrb–tdTomato^31^ (gift from N. Festuccia). ESC lines were grown on 0.1% gelatin (Sigma-Aldrich)-coated dishes in KnockOut Dulbecco’s modified Eagle’s medium (KO-DMEM) supplemented with 15% fetal bovine serum (FBS), l-glutamine, nonessential amino acids, 2-mercaptoethanol, antibiotics and leukemia inhibitory factor (made in-house). MEFs used in the present study were WT (W8), *Suv39h dn* (D5)^13^, WT (Eset25 control), *Suv39h1/2*^−/−^ (B1), *Setdb1/2*^−/−^ (A4 + 4-OHT) and *G9a/Glp*^−/−^ (H7)^41^. MEFs were maintained in DMEM supplemented with 10% FBS, l-glutamine, antibiotics, 2-mercaptoethanol, nonessential amino acids and sodium pyruvate. For A4 cells, Setdb1 deletion was induced by plating cells in 2 µM 4-OHT for 2 d, followed by 2 days of recovery in complete medium without tamoxifen. All cell lines used in the present study are male and equivalent passage between WT and mutants.

### Drug treatments

After passaging, cells were treated for 24 h with 1 µM GSK343 (Ezh2 inhibitor, Sigma-Aldrich), 100 nM 5-Aza (DNA methylation inhibitor, Sigma-Aldrich), 100 nM chaetocin (Suv39h1 inhibitor, Enzo-LifeScience) or 100 nM Hesperadin (Aurkb inhibitor, Sigma-Aldrich), from stock solutions prepared in DMSO.

### Mitotic chromosome preparation and flow sorting

Mitotic chromosomes were prepared using a polyamine-based method^36,81^. Mitotic arrest, chromosome preparation and flow sorting were performed as previously described^36^. Cells were arrested using 0.1 μg ml^−1^ of demecolcine (Sigma-Aldrich) for 6 h at 37 °C. Mitotic cells were collected by mitotic shake off, pelleted at 289*g* for 5 minutes (min) and resuspended in 10 ml of hypotonic solution (75 mM KCl, 10 mM MgSO_4_, 0.5 mM spermidine trihydrochloride and 0.2 mM spermine tetrahydrochloride, adjusted to pH 8) for 20 min at room temperature (RT). Swollen cells were centrifuged at 300*g* for 5 min at RT, resuspended in 3 ml of ice-cold polyamine buffer (15 mM Tris-HCl, 2 mM EDTA, 0.5 mM (ethylenebis(oxonitrilo))tetra-acetate (EGTA), 80 mM KCl, 3 mM dithiothreitol, 0.25% Triton X-100, 0.2 mM spermine tetrahydrochloride and 0.5 mM spermidine trihydrochloride, pH 7.7) and incubated for 15 min on ice. Mitotic chromosomes were released by vortexing (30 s, maximum speed) and syringing through a 22.5-gauge needle. Chromosome suspensions were centrifuged for 2 min at 200*g* and RT. The supernatant containing mitotic chromosomes was filtered through a 20-μm mesh CellTrics filter (Sysmex). Mitotic chromosomes were stained with 5 μg ml^−1^ of Hoechst 33258 (Sigma-Aldrich), 50 μg ml^−1^ of chromomycin A3 (Sigma-Aldrich) and 10 mM MgSO_4_, overnight at 4 °C. Sodium citrate (10 mM final) and sodium sulfite (25 mM final) were added to chromosome suspensions 1 h before FACS sorting. Chromosomes were analyzed and sorted using a Becton Dickinson Influx equipped with spatially separated lasers using BD FACS software. As previously described^36^, Hoechst 33258 was excited using a 355-nm air-cooled laser (Spectra Physics Vanguard) with a power output of 350 mW, and fluorescence was collected using a 400-nm long-pass filter in combination with a 500-nm short-pass filter. Chromomycin A3 was excited using a water-cooled, 460-nm laser (Coherent Genesis) with a power output of 500 mW. Chromomycin A3 fluorescence was collected using a 500-nm long-pass filter in combination with a 600-nm short-pass filter. As previously described^36^, forward scatter was measured using a Coherent Sapphire 488-nm laser with a power output of 200 mW and this was used as the trigger signal for data collection. Chromosomes were sorted using a 70-μm nozzle tip, a drop drive frequency of ~96 kHz and a sheath pressure of 65 p.s.i (448 kPa).

### Immunofluorescence on flow-sorted chromosomes

Flow-sorted chromosomes (10^5^) were cytospun (Cytospin3, Shandon) on to poly(l-lysine) slides at 1,200 r.p.m. for 10 min, as previously described^36^. Samples were incubated with blocking buffer (5% normal goat serum in 10 mM Hepes, 2 mM MgCl_2_, 100 mM KCl and 5 mM EGTA) for 30 min at RT, and incubated overnight at 4 °C with primary antibodies to Cenpa (catalog no. 2048S, Cell Signaling), H3K9me3 (catalog no. 07-523 or 07-442, Millipore), H3K27me3 (catalog no. ab6002, Abcam or catalog no. 07-449, Millipore), Esrrb (catalog no. PP-H6705-00, Perseus Proteomics) and Sox2 (catalog no. ab97959, Abcam). All antibodies were diluted 1:200 in blocking buffer. Chromosomes were incubated with appropriate secondary antibodies (anti-mouse Alexa 488 (catalog no. A11001, Invitrogen), anti-rabbit Alexa 488 (catalog no. A11008, Invitrogen) or anti-mouse Alexa 568 (catalog no. A11031, Invitrogen)) for 1 h at RT. All secondary antibodies were diluted 1:400 in blocking buffer. Stained chromosomes were mounted in DAPI-containing Vectashield (Vector Laboratories). Wide-field epifluorescence microscopy was performed on an Olympus IX70 inverted microscope using a UPlanApo ×100/1.35 oil objective lens and Micro-Manager software.

### Immunofluorescence on ESCs

ESCs were cultured on gelatin-coated glass coverslips, fixed with 1% formaldehyde 10 min at RT and crosslinked with 2 mM disuccinimidyl glutarate (DSG, Sigma-Aldrich) for 50 min at RT, as previously described^32^. Cells were permeabilized with 0.1% Triton X-100 for 15 min at RT and blocked with 1% bovine serum albumin and 5% goat serum. Cells were incubated with primary antibodies Esrrb or H3S10ph (catalog no. ab5176, Abcam), 1:200, at 4 °C overnight. After three phosphate-buffered saline (PBS) washes, cells were labeled with appropriate secondary antibodies and mounted in DAPI-containing Vectashield. Images were acquired with an Olympus IX70 inverted microscope using a UPlanApo ×100/1.35 oil objective lens and Micro-Manager software.

### Chromosome size and histone modification quantification

Chromosome images acquired on the Olympus IX70 wide-field microscope were analyzed in Fiji^82^. Chromosome and centromere size measurements were performed as previously described^36^ by estimating whole chromosome (total DAPI) and centromere (DAPI high) areas. H3K27me3 and H3K9me3 maximum intensity projections of *z*-planes were quantified for both centromere and whole chromosome areas of each individual chromosome.

### Metaphase spreads

Metaphase spreads were prepared using the following method, as previously described^36^. Metaphase-arrested cells were resuspended in hypotonic solution (40 mM KCl, 0.5 mM EDTA, 20 mM Hepes, pH 7.4) for 25 min at 37 °C. Nuclei were pelleted (8 min at 500*g*) and supernatant was removed, leaving a small drop for resuspension. Next, a 3:1 mixture of MeOH and glacial acetic acid fixative was added to the top of the tube and tubes were stored at −20 °C. The next day nuclei were pelleted (8 min at 500*g*) and washed in fresh 3:1 MeOH:glacial acetic acid 3×. To prepare metaphase spreads, nuclei were pelleted and resuspended in a small volume of fixative (to a pale-gray solution). A 20-μl drop of 45% acetic acid in water was pipetted on to a glass Twinfrost microscope slide and 23 μl of spread mixture was dropped on to it, tilting the slide to spread the nuclei. Slides were air dried at RT. Mouse chromosome X and 19 painting probes (Metasystems Probes) were used together with mouse γSat probes (DNA a gift from N. Dillon) labeled with FluoroRed (Amersham Life Science) by nick translation, to detect chromosome X or 19 with pericentromeric DNA. Metaphase chromosome painting was performed according to the Metasystems Probes protocol and samples were mounted in Vectashield containing DAPI. A Leica SP5 II confocal microscope was used for imaging using LAS-AF software.

### ATAC-seq

ATAC-seq^83^ was performed in duplicate on asynchronous and mitotic WT and *Suv39h dn* ESCs and on purified mitotic chromosomes, with the method details as previously described^36^. Nuclei were obtained from 50,000 asynchronous ESCs according to the Omni-ATAC-seq protocol^84^ by resuspending in 50 μl of ATAC-resuspension buffer (10 mM Tris-HCl, pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, 0.1% Igepal CA-630, 0.1% Tween-20 and 0.01% digitonin) and incubating on ice for 3 min. After adding 1 ml of ATAC-resuspension buffer without Igepal and digitonin, nuclei were pelleted at 500*g* (10 min at 4 °C). To perform ATAC-seq, nuclei, mitotic cells (50,000) or purified chromosomes (2 × 10^6^ pelleted at 10,000*g* for 10 min at 4 °C) were resuspended in 50 μl of transposase mixture (25 μl of Illumina TD buffer, 22.5 μl of H_2_O, and 2.5 μl of Illumina TDE1 transposase) and incubated at 37 °C for 30 min, shaking at 1,000 r.p.m. DNA was purified and amplified with seven PCR cycles (NEBNext High Fidelity master mix; primers in Supplementary Table 1)^83^. Libraries were purified twice with Ampure XP beads (Beckman Coulter), including size selection with 0.5× beads. Libraries were assessed by Qubit, Bioanalyzer and KAPA Library Quantification (Roche) before Illumina NextSeq500 sequencing (75 bp, paired end).

Data were processed using RTA (v.2.11.3, default settings) and reads were demultiplexed with bcl2fastq2 (v.2.20.0; allowing 0 mismatches). Reads were trimmed with Trim Galore! (trim_galore_v0.4.4; --trim-n --paired; www.bioinformatics.babraham.ac.uk/projects/trim_galore) and aligned to University of California Santa Cruz (UCSC) mm10 using bowtie2 (bowtie2/2.2.9; -p8 -t -very-sensitive -X 2000)^85^. Aligned bam files were sorted with Samtools (v.1.2)^86^ and technical replicate sequencing runs were merged. Duplicate reads were marked with Picardtools MarkDuplicates (v.1.90; http://broadinstitute.github.io/picard). The bamQC function from R/Bioconductor package ATACseqQC^87^ was used to keep properly mapped paired-end reads, and remove duplicates and mitochondrial alignments. Chromosome-wide accessibility profiles and accessibility trend plots were generated from the resulting bam files in Seqmonk (v.1.48.0; www.bioinformatics.babraham.ac.uk/projects/seqmonk) as previously described^36^. Accordingly, chromosome-wide accessibility profiles show transposase insertion frequency (5′-read ends, offset +4 bp/−5 bp) in each 25-kb window, relative to the genome-wide average. Accessibility trend plots show average relative distribution of insertion sites (extended ±25 bp) across 2-kb windows centered on Esrrb peak summits (taken from ref. ^32^ and converted to mm10 using the UCSC LiftOver tool). Bam files were further processed with deepTools2 (ref.^88^) by using the alignmentSieve function to shift and extract nucleosome-free fragments (<100 bp). Peaks were called from nucleosome-free fragments with model-based analysis for ChIP-seq 2 (MACS2: -f BAMPE)^89^. Peaks overlapping ENCODE blacklist v.2 regions^90^ were removed. For downstream analysis, we separately defined consensus peaks for cells and purified chromosomes. For each, we defined nonredundant peaks using the reduce function from R/Bioconductor package GenomicRanges^91^ and only kept peaks appearing in at least two samples. 

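Merging the deposited peaks of the 8 libraries from cells in this way gave 103133 nonredundant peaks, of which 50564 (49.0%) appeared in at least 2 samples. The 4 libraries of sorted chromosomes gave 151638, of which 40043 (26.4%) appeared in at least 2 samples. Requiring at least 3 samples left 28276 and 16194. Peaks that overlap or touch are merged, and a merged region can join peaks that do not overlap each other. Asynchronous cells supply most of the consensus of cells, since merging the mitotic libraries alone left 8017.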

Peak-based read counts were obtained with the featureCounts function from R/Bioconductor package Rsubread^92,93^ and normalized using the calcNormFactors function (method = ‘TMM’) in R/Bioconductor package edgeR (v.3.28.1)^94,95^. Differential accessibility analysis was performed with R/Bioconductor package limma (v.3.42.2)^96^, after applying the voom function^97^ to estimate the mean-variance relationship within the count-based datasets.

### Proteomics

Proteomics was performed on mitotic lysate pellets and mitotic chromosomes from WT and *Suv39h dn* MEFs and ESCs, *Suv39h dn* ESCs treated with GSK343 or Hesperadin and *Suv39h1-EGFP* ESCs, using a method previously described^36^. Samples were digested with trypsin by an in-Stage Tip digestion protocol^98^ using commercially available iST Kits (Preomics) according to the manufacturer’s recommendations. Protein digests were analyzed by LC-MS/MS using a data-dependent acquisition method with a 50-cm EasySpray column at a flow rate of 250 nl min^−1^ coupled to a Q-Exactive HF-X mass spectrometer, as described previously^36^. Experiments were carried out in biological triplicate and digests were analyzed by LC-MS/MS as technical duplicates.

Raw data were analyzed using MaxQuant^99,100^ with the in-built LFQ algorithm^101^. Statistical analysis and data visualization were performed using Perseus software^102^. Analysis details are provided as previously described^36^, with minor modifications. After processing raw proteomic data in MaxQuant, the proteinGroups.txt file was imported into Perseus (v.1.6.2.2 or v.1.6.7.0) with the respective LFQ intensities as the main columns. We filtered on categorical columns to remove reverse decoy hits, potential contaminants and protein groups that were ‘only identified by site’. GO annotations for taxonomy *Mus musculus* (mainAnnot.mus_musculus.txt) were downloaded from http://annotations.perseus-framework.org. GO annotations for molecular function and cellular compartment were imported by annotating columns based on majority protein IDs. Groups of technical replicate injections and biological replicates of the two conditions (‘mitotic lysate pellet’ and ‘sorted chromosome pellet’) were defined in categorical annotation rows. Missing values were replaced with ‘NaN’ (Quality→Convert to NaN), technical duplicates were averaged (annot. rows→average groups→mean value; min. one valid value) and data were log(transformed) (Basic→Transform→log_2_(*x*)). Principal component analysis of proteomic datasets was performed after the filtering steps. Volcano plots were generated based on LFQ intensities with the following settings: test, Student’s *t*-test; side, both; number of randomizations, 250; preserve grouping in randomizations, <None>; permutation-based FDR, 0.05; and s0, 0.1. Hierarchical clustering analysis was carried out after filtering rows based on a minimum of two valid values in at least one group, *z*-scoring of values in rows and a two-sample Student’s *t*-test of the conditions using the following settings: test, Student’s *t*-test; s0, 0; side, both; and permutation-based FDR, 0.05. After filtering rows retaining Student’s *t*-test significant hits only, hierarchical clustering analysis was generated with the following settings for both the rows tree and the columns tree: distance, Euclidean; linkage, average; constraint, none; preprocess with *k*-means selected (number of clusters, 300; maximal number of iterations, 10; number of restarts, 1).

Majority protein IDs were extracted from the list of enriched hits from the volcano plots (listed in Supplementary Data 1 and 2) and were used to generate Venn diagrams and in GO analysis (http://geneontology.org; Fisher’s exact test with FDR correction).

### Comparison of transcript abundance with proteomics

Raw poly(A) RNA-seq data from WT and *Suv39h dn* ESCs were obtained from the National Center for Biotechnology Information (NCBI) Sequence Read Archive (SRA; accession no. GSE57092)^27^. Reads were aligned to the UCSC mm10 genome using the STAR aligner (v.2.7.7a)^103^ based on the Ensembl genome annotation (v.2.7.7)^104^. Gene-based read counts were obtained with STAR and normalized by calculating transcripts per million. Differential expression analysis was performed using DESeq2 (v.1.30.1)^105^ to generate log_2_(fold-changes). Gene symbols were obtained for transcripts using Ensembl BioMart (https://www.ensembl.org/biomart/martview) and used to match transcriptomics and proteomics data. Ambiguous gene symbols were removed from the proteomics data. In total, 5,664 genes were mapped between proteomics and transcriptomics datasets for correlation analyses.

### Live-cell imaging

Esrrb–tdTomato ESCs were plated in 0.1% gelatin-coated, 8-well Ibidi μ-Slides. On the next day, cells were treated with 100 nM chaetocin or DMSO in fresh ESC medium for 24 h. Cells were switched to fully supplemented phenol red-free medium, buffered with 20 mM Hepes, 1 h before imaging. SiR-DNA (1 µM, SpiroChrome) was added 30 min before imaging. Time-lapse images were acquired on an Olympus IX70 inverted wide-field microscope using a UPlanApo ×100/1.35 oil objective lens and an environmental chamber kept at 37 °C with a 5% CO_2_ supply. The *z*-stacks were collected every 120 s with a step size of 2 µm. Images were deconvolved with Huygens Professional (v.19.10, Scientific Volume Imaging, http://svi.nl), using the classic maximum likelihood estimation algorithm. Esrrb–tdTomato fluorescence signal was measured in Fiji^82^ on maximum intensity projections of *z*-planes for both interphase nuclei and metaphase chromosomes.

### Probe labeling

Mouse Cot-1 (Invitrogen) or γSat DNA (a gift from N. Dillon), 1 μg, was labeled with Cy3-dUTP or Cy5-dUTP (Cytiva or Sigma-Aldrich) using a Prime-It Flour Fluorescence labeling kit (v.B, Agilent Technologies) according to the manufacturer’s instructions. Briefly, a DNA template was annealed with random 9-mer primers at 95 °C for 5 min, then the RNA extended using exonuclease-free Klenow polymerase for 30 min at 37 °C. The reaction was stopped and the probe stored at 4 °C.

### RNA–FISH

Cells were grown on coverslips, fixed using 2.6% formaldehyde in PBS for 10 min, then permeabilized using 0.4% Triton X-100 in PBS for 5 min on ice. Cells were washed with PBS and dehydrated using an ethanol series (3 min in 70%, 80%, 95% and 100% EtOH). RNA probe, 2.5 μl, in 12 μl of hybridization buffer (1 ml 50% Denhardt’s solution, 200 μl of saline–sodium citrate (SSC) containing 20% dextran sulfate, 800 μl of formamide) was used for each coverslip of 22 × 22 mm^2^. Probe was denatured at 75 °C for 8 min, then placed on ice for 2 min. Cells were inverted on to the probe on a slide, sealed with rubber cement and placed in a humid chamber at 37 °C overnight. After hybridization, the rubber cement was removed and cells washed 3× for 3 min with 2× SSC containing 50% formamide at 42 °C followed by 3× 3-min washes with 2× SSC at 42 °C, and briefly rinsed in water before mounting in DAPI-containing Vectashield. Images were acquired with a Leica SP5 II confocal microscope using LAS-AF software.

### ChIP

WT and *Suv39h dn* asynchronous and metaphase-arrested ESCs (5 × 10^6^) were crosslinked in 1 ml of 2 mM DSG (Sigma-Aldrich) for 50 min at RT with occasional shaking. After PBS washes, cells were fixed in 1 ml of PBS, 1% methanol-free formaldehyde (Thermo Fisher Scientific) for 10 min at RT as previously described for Esrrb ChIP^31,32^. Cells were quenched with 1× glycine (Active Motif) and washed once with cold PBS containing protease inhibitor cocktail (Active Motif). Cell pellets were resuspended in 50 µl of lysis buffer containing 1% sodium dodecylsulfate, 10 mM EDTA and 50 mM Tris, pH 8.1, supplemented with 1 µl of protease inhibitor cocktail and incubated on ice for 15 min. Samples were diluted by the addition of 320 µl of ice-cold shearing buffer (Active Motif) as described in ref. ^106^, and sonicated in 1.5-ml tubes (Diagenode) using a Bioruptor Pico (Diagenode) for 7 cycles of 30 s on:30 s off at maximum power, in circulating ice-cold water. Sheared chromatin samples were centrifuged for 20 min at 18,000*g* and 4 °C, and supernatants were carefully transferred to fresh microcentrifuge tubes (Active Motif). Then, 50 μl of this sheared chromatin was used to assess DNA concentration and sonication efficiency (typically DNA between 200 and 800 bp) using ChIP-IT Express kit (Active motif) and ChIP clean & concentrator kit (Zymo research).

Immunoprecipitation was performed using the ChIP-IT Express kit according to the manufacturer’s recommendations and 1 μg of Esrrb mouse monoclonal antibody (catalog no. PP-H6705-00, Perseus Proteomics). Input and immunoprecipitated DNA fractions were purified using ChIP clean & concentrator kit. Real-time qPCR (BioRad, CFX96 system with CFX manager software) was performed in technical triplicate for each biological replicate, using SYBR Green PCR Master Mix (QIAGEN) and the primers listed in Supplementary Table 2.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41594-023-00943-7.

## Supplementary information

Supplementary Information Supplementary figs. 1–6, methods, tables 1–3, references and source data for Supplementary Fig. 4c.

Reporting summary.

Peer review file.

Supplementary Data 1 Tab 1: Protein group file: proteomics on sorted mitotic chromosomes and mitotic lysate pellets of WT and *Suv39h dn* MEFs. Tab 2: Number of protein hits identified in WT and *Suv39h dn* MEF samples. Tab 3: List of proteins that are enriched on mitotic chromosome in both WT and *Suv39h dn* MEFs (enrichment maintained), list of proteins that are not enriched in *Suv39h dn* MEF samples compared with WT (enrichment lost) and list of proteins that are enriched in *Suv39h dn* MEFs but not in the WT (enrichment gained).

Supplementary Data 2 Tab 1: Protein group file: proteomics on sorted mitotic chromosomes and mitotic lysate pellets of WT and *Suv39h dn* ESCs. Tab 2: Number of protein hits identified in WT and *Suv39h dn* ESC samples. Tab 3: List of proteins that are enriched on mitotic chromosome in both WT and *Suv39h dn* ESCs (enrichment maintained), list of proteins that are not enriched in *Suv39h dn* ESC samples compared with WT (enrichment lost) and list of proteins that are enriched in *Suv39h dn* ESCs but not in the WT (enrichment gained).

Supplementary Data 3 Source data for supplementary figures.

Supplementary Video 1 Live-cell imaging of Esrrb–tdTomato mouse ESCs pretreated with DMSO cultured with SiR-DNA (red). Scale bar, 5 μm. Source data file for Fig. 4d.

Supplementary Video 2 Live-cell imaging of Esrrb–tdTomato mouse ESCs pretreated with 100 nM chaetocin cultured with SiR-DNA (red). Scale bar, 5 μm. Source data file for Fig. 4d.

## Data Availability

ATAC-seq data generated in the present study have been deposited at the GEO SRA under accession no. GSE195767. The MS proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE^107^ partner repository with the dataset identifier PXD039521. Raw poly(A) RNA-seq data from *WT* and *Suv39h dn* ESCs, corresponding to accession no. GSE57092, were obtained from the National Center for Biotechnology Information SRA. UCSC mm10 genome and annotation files were retrieved from Illumina iGenome (http://igenomes.illumina.com.s3-website-us-east-1.amazonaws.com/Mus_musculus/UCSC/mm10/Mus_musculus_UCSC_mm10.tar.gz). The ENCODE mm10-blacklist.v2 used to filter peaks is available at https://github.com/Boyle-Lab/Blacklist. GO annotations for use in Perseus were downloaded from http://annotations.perseus-framework.org (mainAnnot.mus_musculus.txt). All other relevant data supporting the key findings of the present study are available within the article and its supplementary files or from the corresponding author upon reasonable request. Proteomics data are provided in Supplementary Data 1 and 2. Source data are provided with this paper.

## Source data

Source Data Raw values for plots in Figs. 1, 2, 4 and 5.

# Supplementary material for: Loss of H3K9 trimethylation alters chromosome compaction and transcription factor retention during mitosis
**Source:** Nat Struct Mol Biol. 2023 Mar 20;30(4):489–501. doi: 10.1038/s41594-023-00943-7
**Supplement:** Supplementary file 1 — Supplementary figs. 1–6, methods, tables 1–3, references and source data for Supplementary Fig. 4c.

# Loss of H3K9 trimethylation alters chromosome compaction and transcription factor retention during mitosis

---

In the format provided by the  
authors and unedited

## Supplemental Information

### **Loss of H3K9 tri-methylation alters chromosome compaction and transcription factor retention during mitosis**

Djeghloul, D., *et al.*

Supplemental Figure S1

Supplemental Figure S2

Supplemental Figure S3

Supplemental Figure S4

Supplemental Figure S5

Supplemental Figure S6

Supplemental Methods

Supplemental Table 1

Supplemental Table 2

Supplemental Table 3

Supplemental References

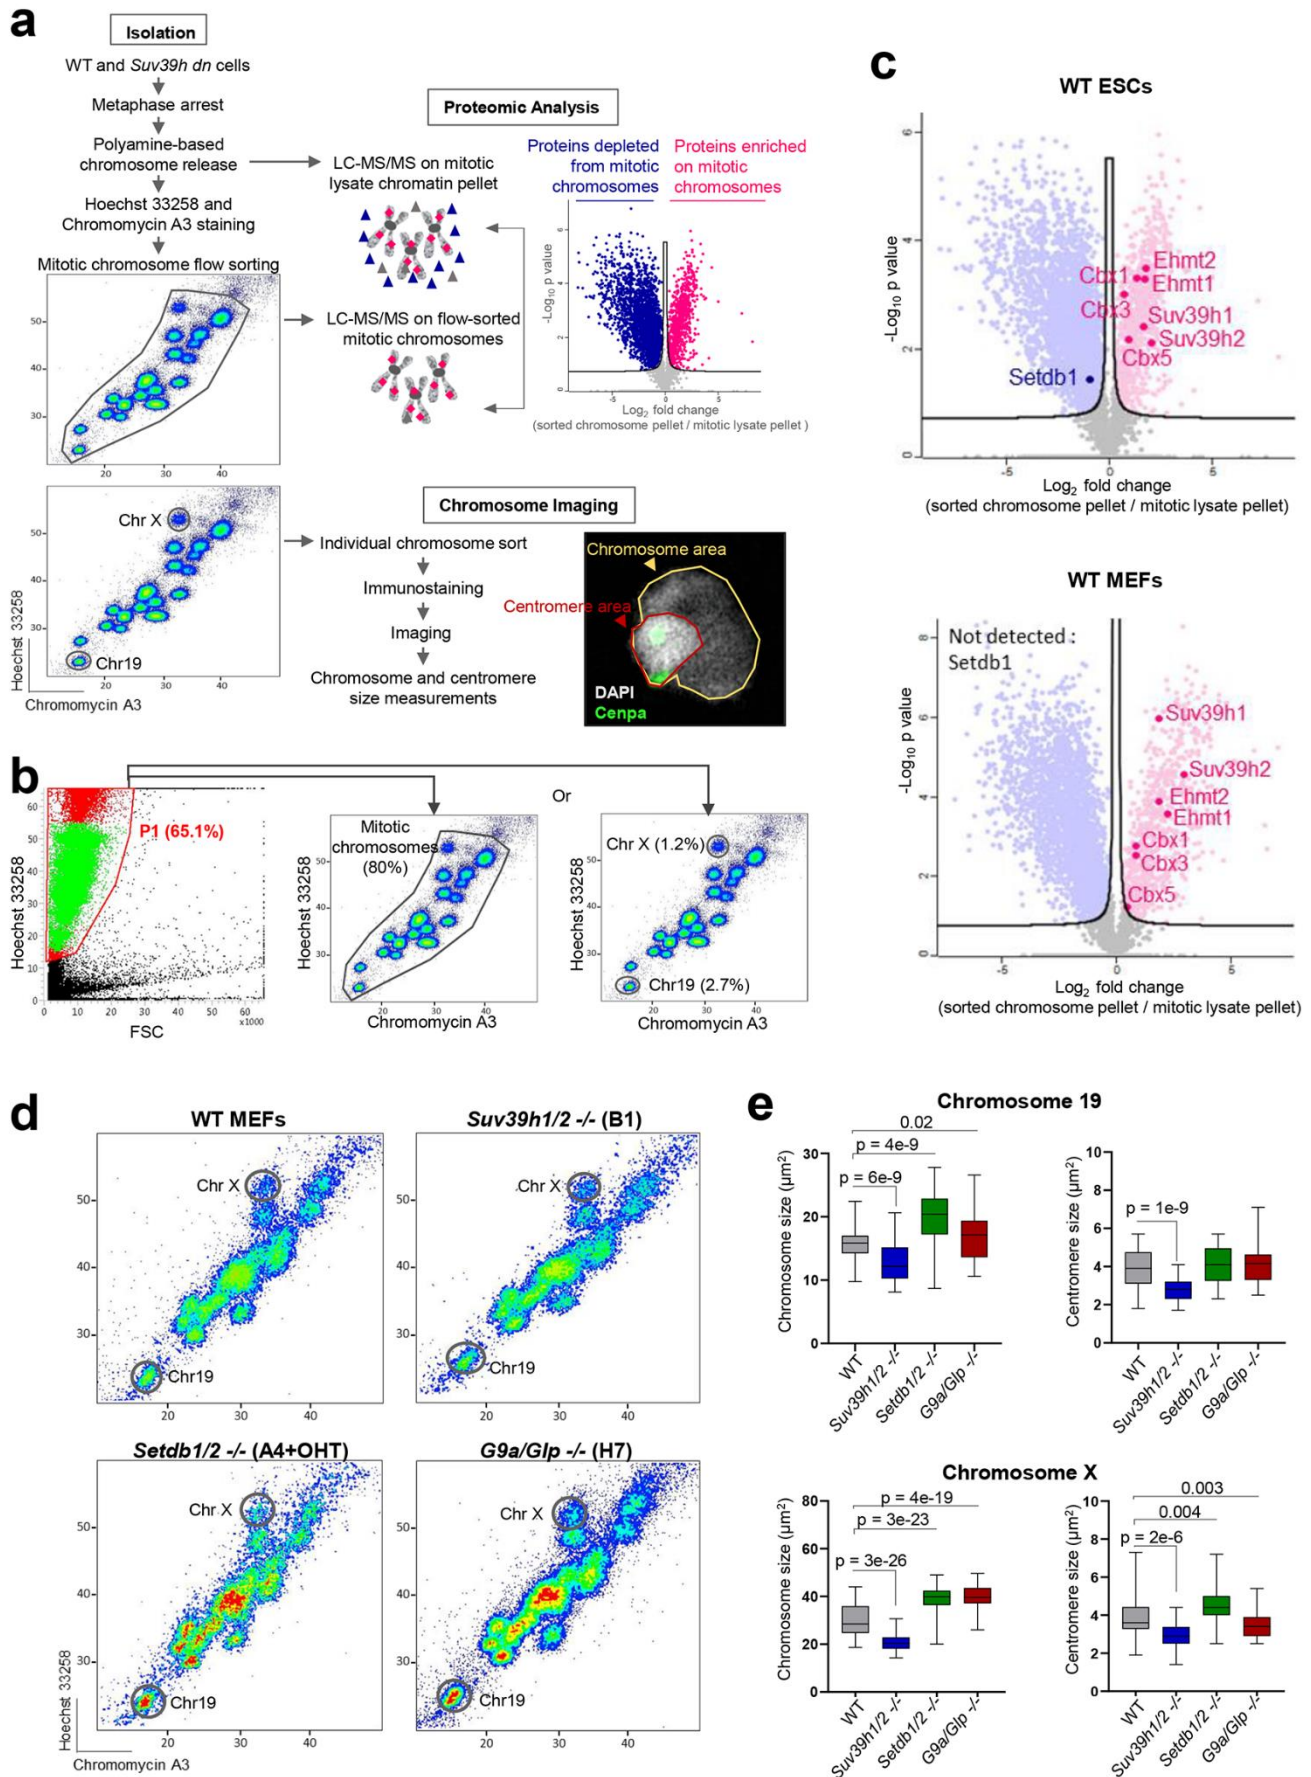

**Figure S1:** (a) Scheme of experimental strategy used to isolate native metaphase chromosomes from WT and *Suv39h* *dn* cells, and identify proteins bound to mitotic chromatin in each cell line. Hoechst 33258 and Chromomycin A3

bivariate karyotype was assessed by flow cytometry and the gates used to sort all chromosomes, chromosome 19, or the X chromosome are indicated. Proteomic analysis was performed using LC-MS/MS on total mitotic cell lysate pellet, or on flow-purified chromosomes, to identify proteins enriched on metaphase chromosomes. Chromosome 19 and X size measurements were performed using Fiji/imageJ software to estimate chromosome (total DAPI) and centromere (DAPI high) areas, as indicated. (b) Gating strategy for sorting mitotic chromosomes, percentage of each gate is indicated (c) Volcano plots of proteins detected as being significantly enriched (red), depleted (blue) or not significantly enriched (grey) on sorted chromosomes relative to mitotic lysate pellet for WT ESCs (upper plot) or WT MEFs (lower plot). H3K9 KMTs and HP1 proteins are highlighted on the volcano plots. Statistical analysis was performed using unpaired two tailed Student's t-test, permutation-based FDR < 0.05, n = 3 independent experiments each measured in duplicate, see Methods for details). Proteins were plotted as Log2 fold change (LFQ intensity of sorted chromosome pellet / LFQ intensity of mitotic lysate pellet) and significance (-Log10 p) using Perseus software. (d) Flow karyotypes of mitotic chromosomes isolated from WT, *Suv39h1/2* -/- (B1), *Setdb1/2* -/- (A4+OHT), or *G9a/Glp* -/- (H7) MEFs. Gates used to isolate chromosomes 19 and X from each cell line are indicated. (e) Chromosome 19 (upper panel) and X (lower panel) size measurements from WT, *Suv39h1/2* -/- (B1), *Setdb1/2* -/- (A4+OHT), or *G9a/Glp* -/- (H7) MEFs. Box plots show area measurements of individual chromosomes and centromeres for each MEF line. Minimum, lower quartile, median, upper quartile and maximum values are indicated. n = minimum 100 chromosomes analysed for each condition over three independent experiments. P-values of statistically significant changes compared to WT, measured by unpaired two tailed Student's t-tests, are indicated. Source data, including the precise number of chromosomes analysed, are provided in Supplemental Data 3.

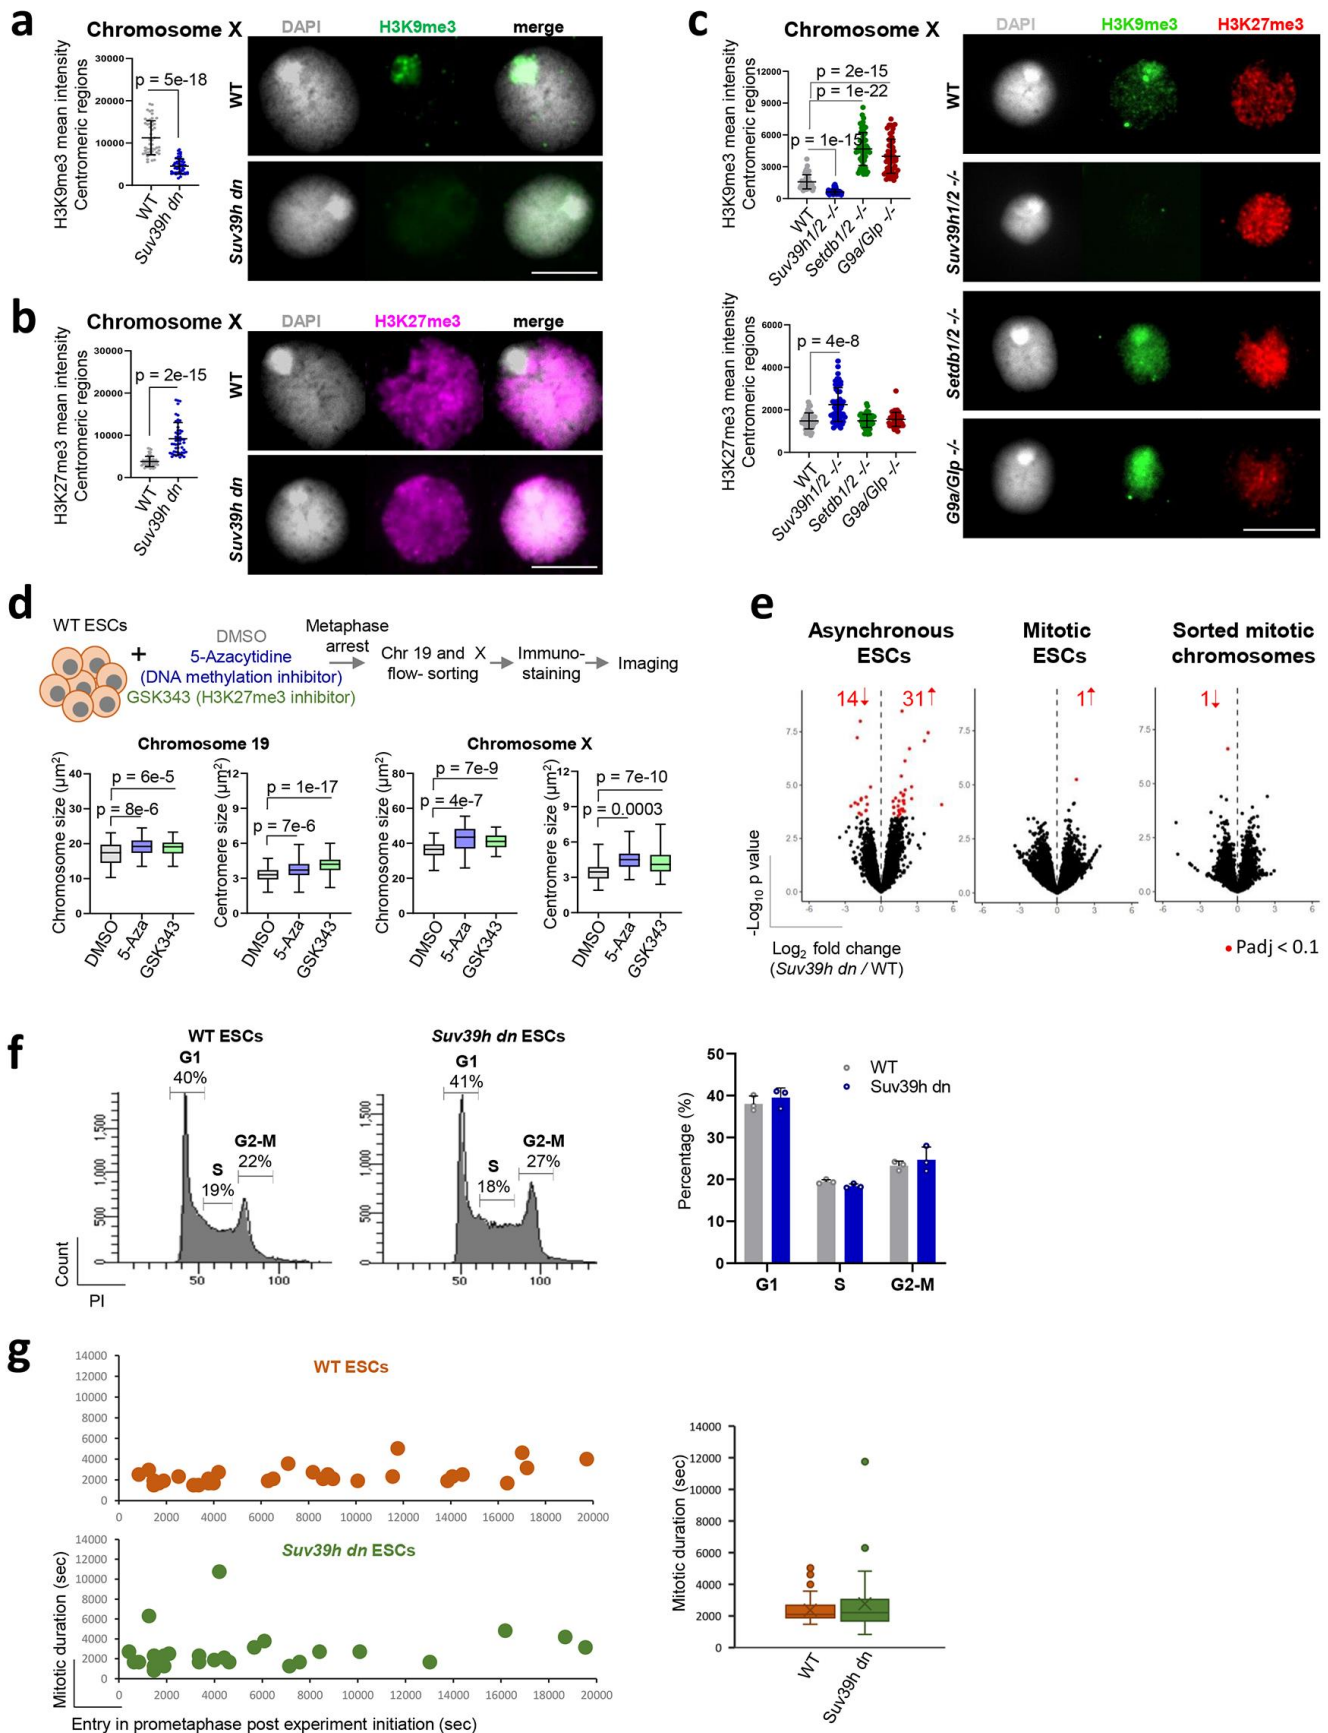

**Figure S2:** (a,b) Representative images (right panel) of immunofluorescence labelling of histone H3K9me3 (a) (green) or histone H3K27me3 (b) (pink) on mouse chromosome X isolated from WT or *Suv39h dn* ESCs where DAPI counterstain is shown in light grey. Scale bars = 5  $\mu m$ . Plots (left of the images) show H3K9me3 (a) or H3K27me3 (b) mean intensities measured at centromeric regions. Mean  $\pm$  SD are shown,  $n$  = minimum 50 chromosomes over three independent

experiments. P-values of statistically significant changes, measured by unpaired two tailed Student's t-tests, are indicated. (c) Representative images (right panel) of histone H3K9me3 (green) and H3K27me3 (red) co-immunolabelling on mouse chromosome X isolated from WT, *Suv39h1/2* <sup>-/-</sup> (B1), *Setdb1/2* <sup>-/-</sup> (A4+OHT), or *G9a/Glp* <sup>-/-</sup> (H7) MEFs, where DAPI counterstain is shown in light grey. Scale bars = 5  $\mu$ m. H3K9me3 mean intensities (upper plot) was measured at centromeric regions for each MEF line, mean  $\pm$  SD are shown, n = minimum 50 chromosomes over three independent experiments. P-values of statistically significant changes, measured by unpaired two tailed Student's t-tests, are indicated. H3K27me3 mean intensities (lower plot) was measured at centromeric regions for each MEF line, mean  $\pm$  SD are shown, n = minimum 50 chromosomes over three independent experiments. P-values of statistically significant changes, measured by unpaired two tailed Student's t-tests, are indicated. (d) Experimental strategy (top panel) used to measure mitotic chromosome size of WT ESCs after treatment with DNA methylation or PRC2 inhibitors (5-Aza or GSK343 respectively). Chromosome and centromere sizes were calculated for each condition. Box plots show area measurements of individual chromosomes and centromeres for each condition. Minimum, lower quartile, median, upper quartile and maximum values are indicated. n = 100 chromosomes over three independent experiments. (a-d) P-values of statistically significant changes, measured by unpaired two tailed Student's t-tests, are indicated. Source data, including the precise number of chromosomes analysed, are provided in Supplemental Data 3. (e) Volcano plots showing differential accessibility analysis of ATAC-seq peaks for *Suv39h dn* vs WT ESCs. Differential accessibility analysis was performed with voom-limma (P<sub>adj</sub> < 0.1). (f) Representative cell cycle profiles of WT and *Suv39h dn* ESCs determined by staining with propidium iodide (PI). 

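The differential analysis in Supplementary Fig. 2e uses read counts in consensus peaks, which were not used here. The peaks called in both libraries of 1 genotype and in neither of the other were ranked by the mean percentile of the authors' fold enrichment within the 2 lists that hold them, and the first 3 in each direction are given for each preparation, with positions on mm10. Called in Suv39h dn alone in asynchronous ESCs were a peak on chromosome 4 from 23787484 to 23787678, between genes, a peak on chromosome 3 from 137683599 to 137683721, between genes, and a peak in an intron of Efl1 on chromosome 7 from 82771260 to 82771469, with an authors' fold enrichment of 9.51 and 14.4. Called in WT alone were a peak in an intron of Col6a4 on chromosome 9 from 106071807 to 106071920, 546 bp from a start site of that gene, a peak on chromosome 15 from 78753129 to 78753209, between genes and 13995 bp from the nearest start site, that of Mfng, and a peak on chromosome 4 from 149774312 to 149774406, 82 bp from a start site of Slc25a33.
In mitotic ESCs, the peaks called in Suv39h dn alone lay between genes on chromosome 5 from 106176789 to 106176850, on chromosome 3 from 6478664 to 6478762 and on chromosome 9 from 124257563 to 124257659. Those called in WT alone lay on chromosome Y from 90777010 to 90777160, in an intron of Csgalnact1 on chromosome 8 from 68420672 to 68420802, and on chromosome 1 from 177796776 to 177796871, 312 bp from a start site of Adss. In sorted chromosomes, the Efl1 intron came first among the peaks called in Suv39h dn alone, from 82771235 to 82771438 with a fold enrichment of 15.4 and 20.5, followed by an intron of Cdca7l on chromosome 12 from 117861381 to 117861646 and an intron of Clcn4 on chromosome 7 from 7300497 to 7300653, 276 bp from a start site. The region near Mfng came first among the peaks called in WT alone, from 78753072 to 78753219 with a fold enrichment of 23.7 and 23.9, followed by a peak on chromosome 5 from 46435774 to 46435835, between genes, and an exon of Gm12895 on chromosome 4 from 122455244 to 122455347. All 18 regions kept their libraries at the stricter threshold and with equal list lengths. They were ranked on the values of these same libraries and carry no test.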

Values indicate percentage of cells in G1, S, and G2/M phases. Bar graph shows the mean percentage in each phase of the cell cycle measured for each cell type, n = 3 independent experiments, error bars show SD. (g) Mitotic duration analysis for WT (upper plot) and *Suv39h dn* (lower plot) ESCs using live cell imaging. Mitotic duration was calculated as the time difference between the entry into prometaphase and late anaphase for each cell. Mitotic duration was calculated for cells beginning division at different time points after initiating imaging to ensure duration was consistent throughout the experiment. Box plot (right panel) summarises the measurements of mitotic duration for WT and *Suv39h dn* ESCs. Minimum, lower quartile, median, upper quartile and maximum values are indicated. n = 30 cells for each condition. (f,g) No statistically significant changes were observed using unpaired two tailed Student's t-tests. (f, g) Source data are provided in Supplemental Data 3.

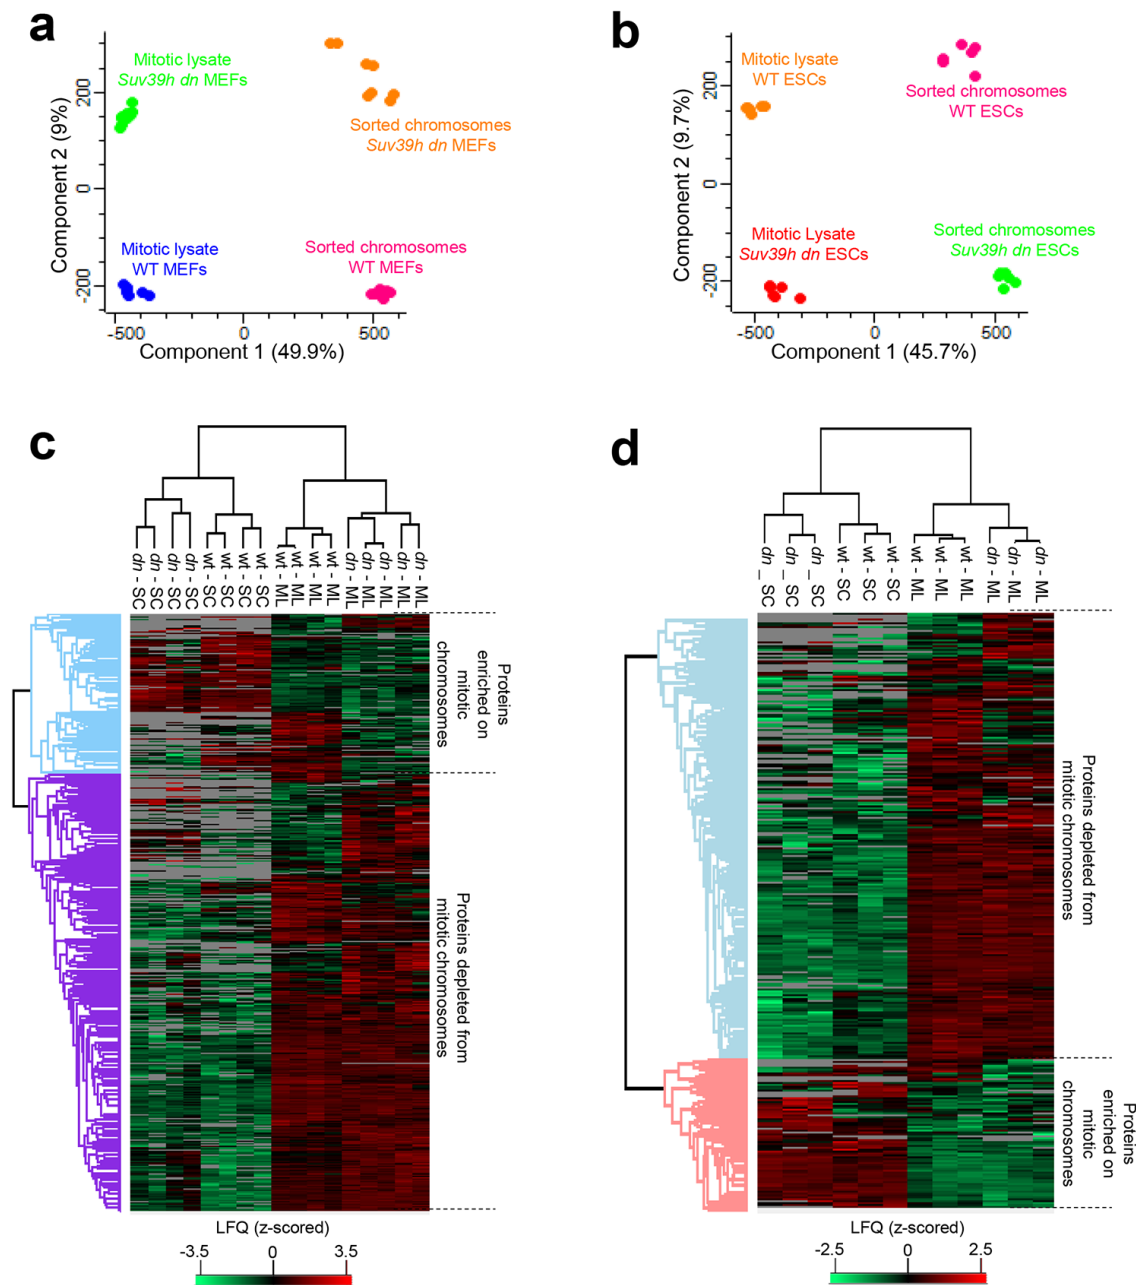

**Figure S3:** (a,b) Principal component analysis (PCA) of proteomic datasets. (c,d) Heatmap and hierarchical clustering analysis (HCA) of significantly changed protein hits (two-sided student's t-test, FDR 0.05) for MEF (c) and ESC (d) samples. Colour scale provided displays z-scored label-free quantification (LFQ) intensities; grey represents missing values (ie not detected in that sample), *dn* = *Suv39h* *dn*, SC = Sorted chromosomes, ML = Mitotic lysate pellet.

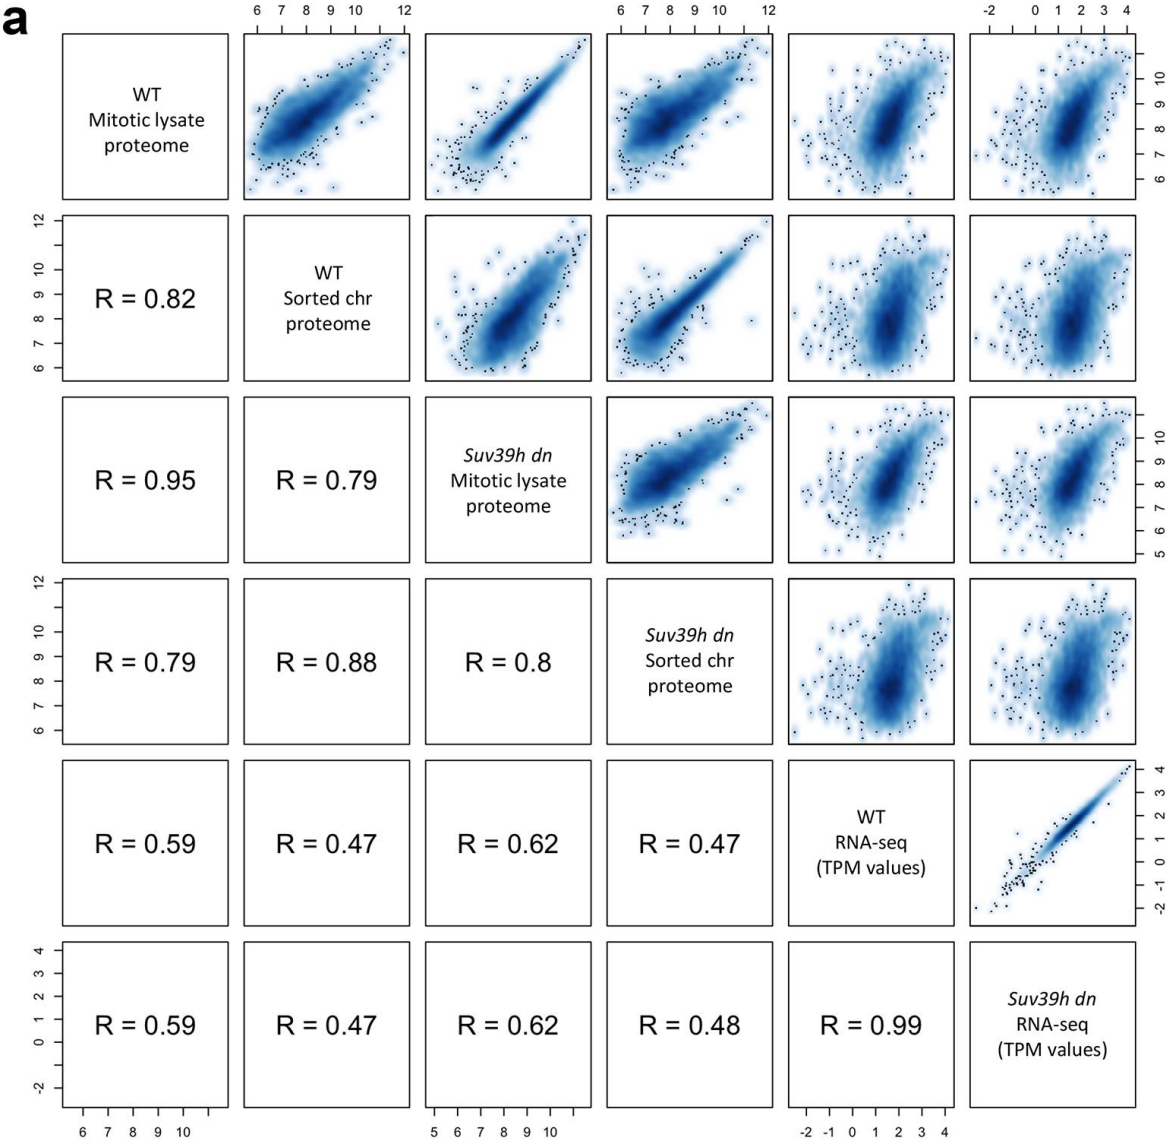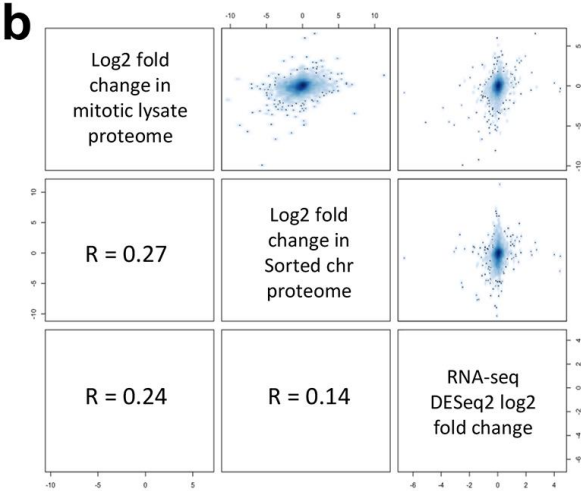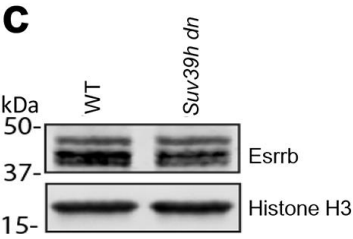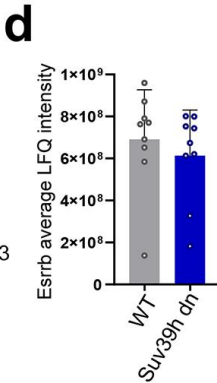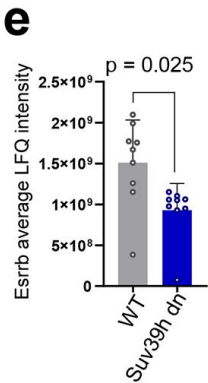

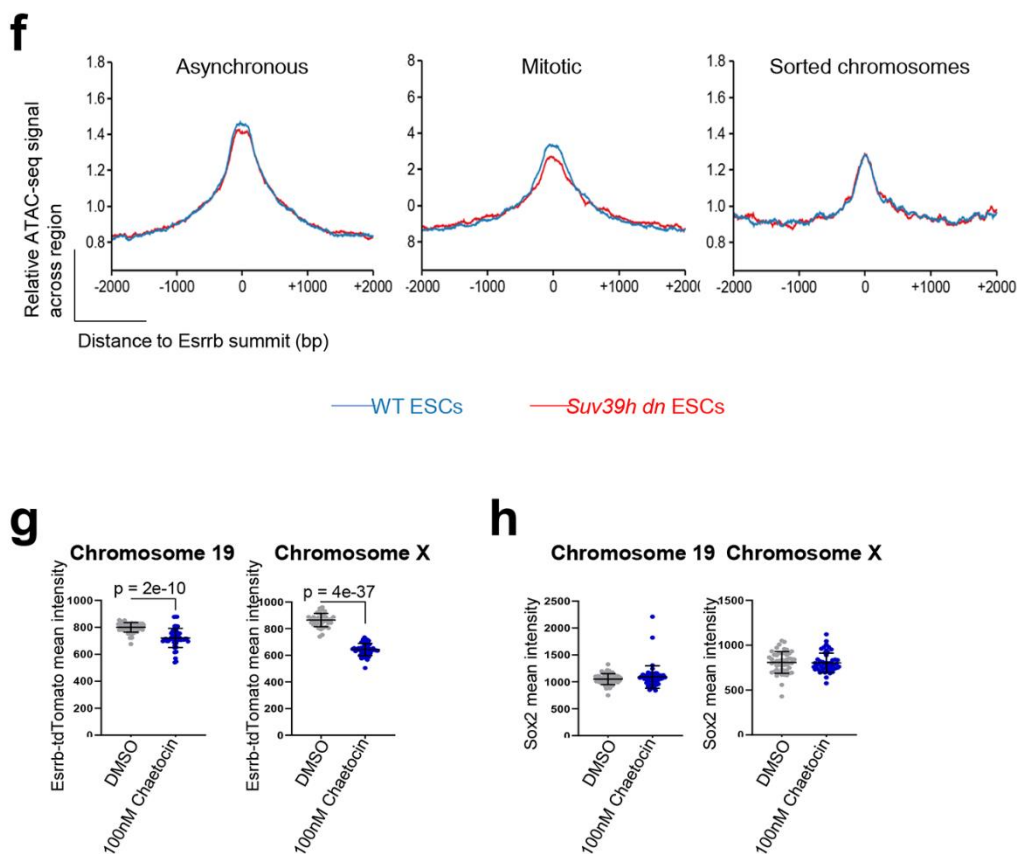

**Figure S4:** (a) Pairwise correlations (R values from Spearman correlation) between proteomics LFQ values (this study) and polyA RNAseq TPM (Transcripts per million) values in ESCs (dataset from<sup>1</sup>). In total, 5664 genes were mapped between proteomics and transcriptomics experiments based on gene symbols. (b) Pairwise correlations (R values from Spearman correlation) between log2 fold changes in proteomics LFQ values (this study) and DESeq2 log2 fold changes in polyA RNAseq values (dataset from<sup>1</sup>) comparing *Suv39h dn* vs WT ESCs. (c) Western blot of Esrrb in WT and *Suv39h dn* asynchronous ESCs, representative of three biological replicates. Histone H3 was used as a loading control for the western blot. The uncropped image is provided at the end of this Supplementary information file. (d,e) Average LFQ intensities of Esrrb in WT and *Suv39h dn* mitotic lysates (d) and sorted chromosomes (e). Mean + SD is shown, n = 3 independent experiments each measured in duplicate. (d,e) P-value of statistically significant change, measured by unpaired two tailed Student's t-tests, is indicated. Source data are provided in Supplemental Data 3. (f) Trend of ATAC-seq accessibility around Esrrb bookmarked binding sites in WT and *Suv39h dn* asynchronous ESCs (left), mitotic ESCs (middle) and sorted chromosomes (right). Esrrb peak locations and bookmarking status are taken from<sup>2</sup>. (g,h) Esrrb (g) and Sox2 (h) mean intensities on sorted chromosomes 19 and X from Esrrb-tdTomato ES cell line following treatment with DMSO or 100 nM Chaetocin. Plots show mean  $\pm$  SD, n = minimum 50 chromosomes over three independent experiments. P-values of statistically significant changes, measured by unpaired two tailed Student's t-tests, are indicated. Source data, including the precise number of chromosomes analysed, are provided in Supplemental Data 3.

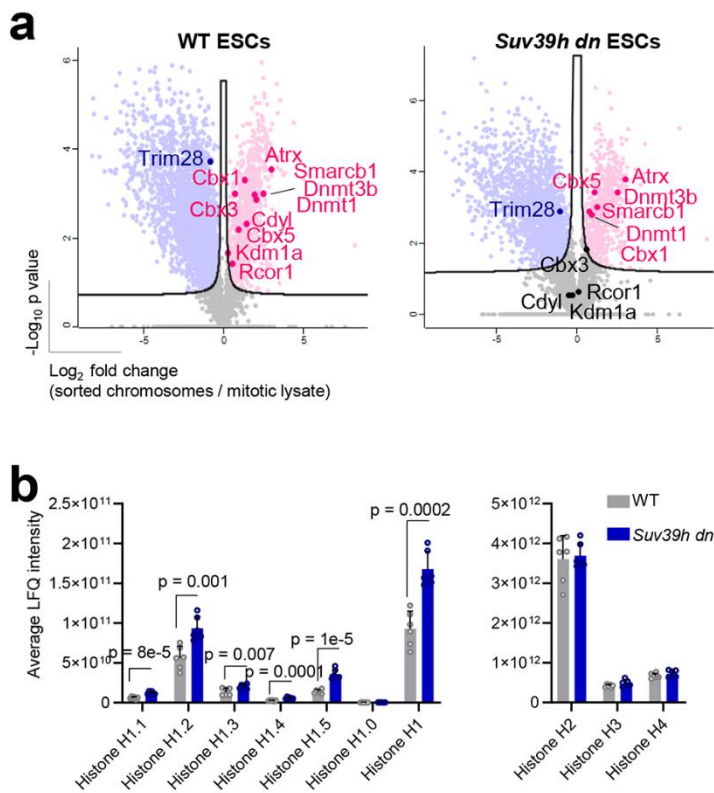

**Figure S5:** (a) Volcano plots as in Figure 3d, highlighting H3K9me3-associated factors that are enriched (red), depleted (blue) or not significantly enriched (black) on WT (left) or *Suv39h* dn (right) ESC mitotic chromosomes versus mitotic lysates. (b) Average LFQ intensity of different histone H1 variants and total histone H1, H2, H3, and H4 in the sorted chromosome samples of WT (grey) and *Suv39h* dn (blue). Mean + SD is shown,  $n = 3$  independent experiments each measured in duplicate. P-values of statistically significant changes, measured by unpaired two tailed Student's t-tests, are indicated. Source data are provided in Supplemental Data 3.

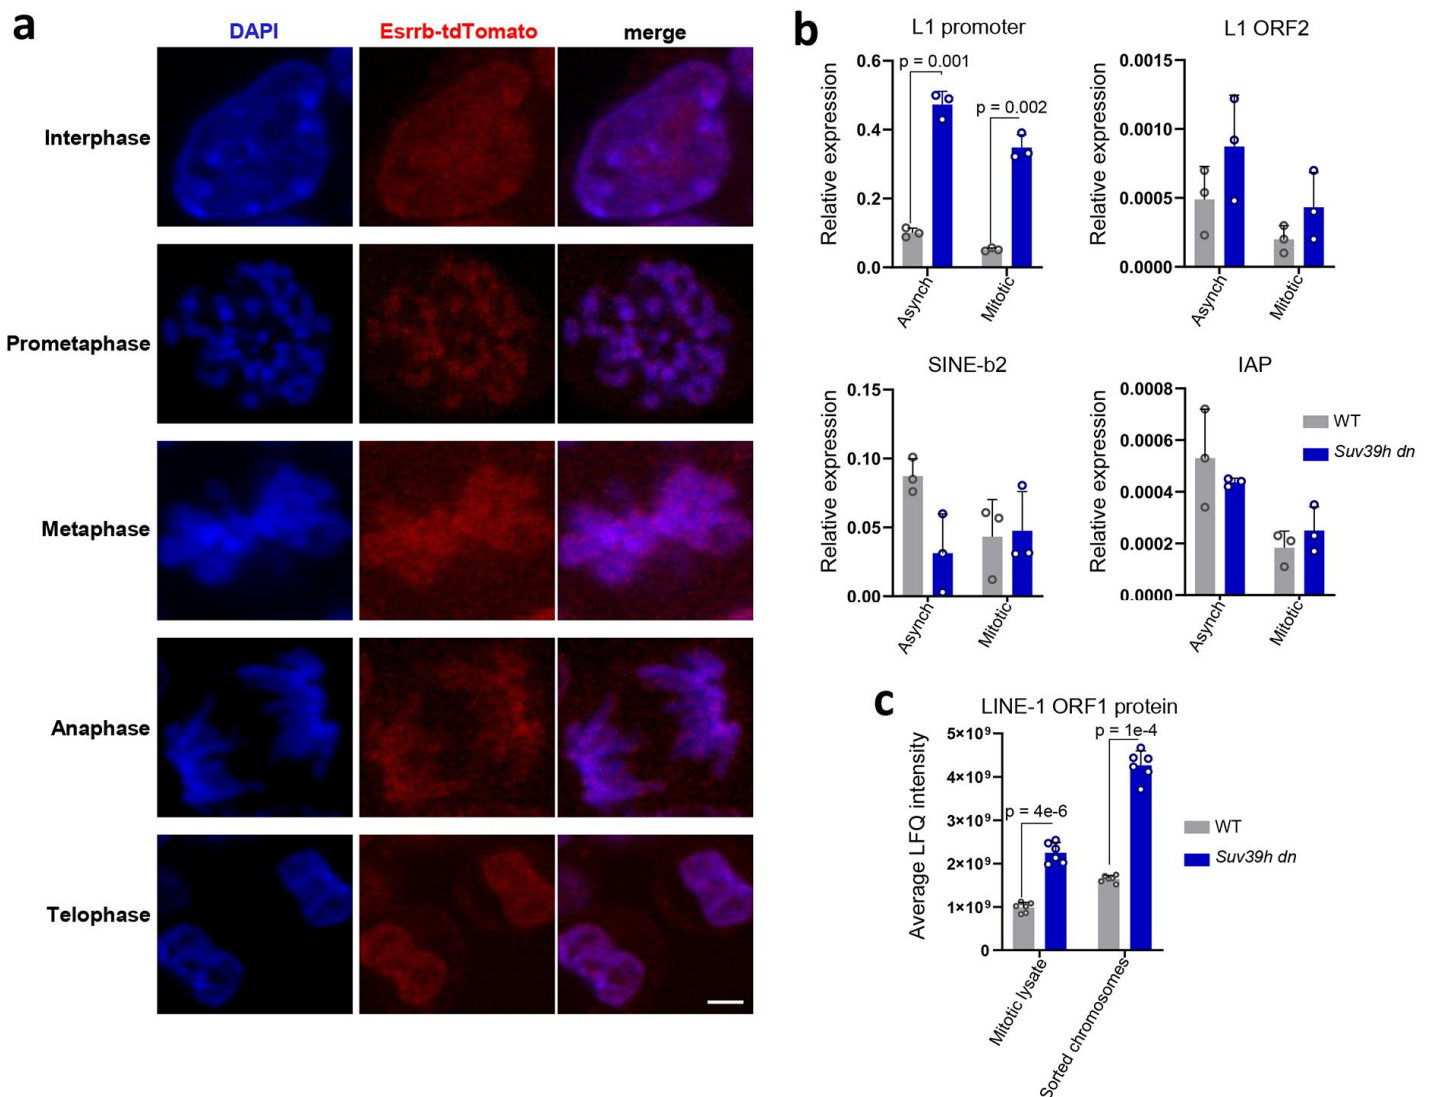

**Figure S6:** (a) Representative images of Esrrb-tdTomato ESCs (DSG+PFA double fixed) in different phases of the cell cycle. DAPI counterstain in blue. Scale bars = 5  $\mu$ m, representative of three biological replicates. (b) qRT-PCR expression analysis of LINE-1, SINE-b2 and IAP repeat elements in WT and *Suv39h dn* asynchronous and mitotic ESCs. Mean + SD is shown,  $n = 3$  independent experiments, P-values of statistically significant changes, measured by unpaired two tailed Student's t-tests, are indicated. (c) Average LFQ intensity of L1ORF1 in mitotic lysates and sorted chromosome samples of WT and *Suv39h dn* ESCs. Mean + SD is shown,  $n = 3$  independent experiments each measured in duplicate. P-values of statistically significant changes, measured by unpaired two tailed Student's t-tests, are indicated. (b,c) Source data are provided in Supplemental Data 3.

## Supplemental methods

### Cell cycle analysis using PI staining

WT and *Suv39h dn* ESCs ( $10^6$  cells) were fixed with ice-cold 70% ethanol, washed twice with PBS, resuspended in staining buffer (0.05 mg/ml PI, 1 mg/ml RNaseA, 0.05% NP40), and incubated for 10 min at room temperature (RT) and 20 min on ice. PI signal was analysed in linear mode with a BD Fortessa flow cytometer and BD DIVA software.

### Mitotic duration analysis using live cell imaging

WT and *Suv39h dn* ESCs were plated in ESC medium in gelatin-coated 8 Well Ibidi  $\mu$ -Slides (Ibidi, 80826) 24 h before imaging. Next day, cells were switched to phenol red-free medium (31053-028, Gibco) containing 15% FBS, 1X non-essential amino acids and sodium pyruvate, 2 mM L-glutamine, 100  $\mu$ M 2-mercaptoethanol, antibiotics, and LIF, buffered with 20 mM HEPES, and incubated with 1  $\mu$ M SiR-DNA (SC007, SpiroChrome) for 30 min before imaging. Time-lapse images were acquired on an Olympus IX83 microscope equipped with a Yokogawa CSU-W1 spinning disk and Hamamatsu ORCA-Flash 4.0 camera using cellSens Dimension software (version 2.3). Z-stacks were collected every 210 s with a step-size of 0.5  $\mu$ m using a UPlanSApo 60x/1.35 Oil objective lens, with an environmental chamber kept at 37°C with a 5% CO<sub>2</sub> supply. Mitotic duration analysis was performed in Fiji<sup>3</sup> using a script that facilitated user selection of time-points corresponding to the entry in prometaphase and late anaphase, followed by calculation of the duration between the stages.

### Quantitative RT-PCR

Total RNA was extracted from asynchronous or metaphase-arrested WT and *Suv39h dn* ESCs ( $5 \times 10^5$  cells) using RNeasy mini Kit (74106, Qiagen). Extracted RNA was treated twice with Turbo DNA free (AM1907, Invitrogen) according to the manufacturer's instructions and reverse transcribed using SuperScript III (18080085, Invitrogen) and random primers (Invitrogen). Real time PCR was performed in technical triplicate for each sample, using SYBR Green PCR Master Mix (204145, Qiagen) on a real time PCR machine (Bio-Rad CFX96 system with CFX manager software). Values were normalized to  *$\beta$ -actin* and *Gapdh*. Primer sequences used for gene expression analysis are listed in Supplemental Table 3.

### Western blot

WT and *Suv39h dn* asynchronous ESCs ( $10^6$  cells) were pelleted, resuspended in 100  $\mu$ l cold RIPA buffer (50 mM Tris-HCl pH 8.8, 150 mM NaCl, 1% Triton X-100, 0.5% sodium deoxycholate, 0.1% SDS, 1 mM EDTA, 3 mM MgCl<sub>2</sub>) containing 1 $\times$  protease inhibitor cocktail (11873580001, Roche) and 1.25 U/ $\mu$ l Benzonase

(E1014, Sigma) and incubated for 20 min at RT. Samples were mixed with 100 µl of 2× Laemmli sample buffer (65.8 mM Tris-HCl pH 6.8, 2.2% SDS, 22.2% glycerol, 0.01% bromophenol blue and 710 mM 2-mercaptoethanol) and denatured (10 min at 95 °C). Standard protocols were followed for western blots. Immobilon Block-FL (WBAVDFL01, Millipore) was used as a fluorescent blocker. The following antibodies and dilutions were used: anti-Esrrb (PP-H6705-00, Perseus Proteomics, 1:1000) with anti-mouse-Alexa790 (A11371, Invitrogen, 1:10000) and anti-Histone H3 (61476, Active Motif, 1:5000) with anti-rabbit-Alexa680 (A21109, Invitrogen, 1:10000). Detection was carried out using the LI-COR detection system with Image Studio software.

## Supplemental Tables 1-3

| ATAC-seq library    | Primer name | Primer sequence                                       | Index sequence |
|---------------------|-------------|-------------------------------------------------------|----------------|
| All                 | Ad1         | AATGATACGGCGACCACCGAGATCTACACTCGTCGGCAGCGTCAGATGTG    | -              |
| WT_Asynchr_1        | Ad2.1       | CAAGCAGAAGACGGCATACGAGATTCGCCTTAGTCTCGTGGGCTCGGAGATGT | TAAGGCGA       |
| WT_Asynchr_2        | Ad2.3       | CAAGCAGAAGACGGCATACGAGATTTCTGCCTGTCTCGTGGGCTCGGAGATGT | AGGCAGAA       |
| Suv39h dn_Asynchr_1 | Ad2.2       | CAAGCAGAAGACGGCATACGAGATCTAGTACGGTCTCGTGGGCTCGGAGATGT | CGTACTAG       |
| Suv39h dn_Asynchr_2 | Ad2.5       | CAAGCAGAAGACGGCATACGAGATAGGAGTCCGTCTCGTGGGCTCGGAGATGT | GGACTCCT       |
| WT_Mitotic_1        | Ad2.4       | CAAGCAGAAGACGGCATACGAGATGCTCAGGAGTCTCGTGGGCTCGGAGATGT | TCCTGAGC       |
| WT_Mitotic_2        | Ad2.6       | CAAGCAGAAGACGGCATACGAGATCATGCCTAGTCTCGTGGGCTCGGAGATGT | TAGGCATG       |
| Suv39h dn_Mitotic_1 | Ad2.7       | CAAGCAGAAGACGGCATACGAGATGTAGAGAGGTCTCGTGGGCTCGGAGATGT | CTCTCTAC       |
| Suv39h dn_Mitotic_2 | Ad2.14      | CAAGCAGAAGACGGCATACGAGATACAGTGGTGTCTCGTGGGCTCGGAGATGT | ACCACTGT       |
| WT_SC_1             | Ad2.8       | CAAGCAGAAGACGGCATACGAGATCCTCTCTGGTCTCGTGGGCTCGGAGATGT | CAGAGAGG       |
| WT_SC_2             | Ad2.19      | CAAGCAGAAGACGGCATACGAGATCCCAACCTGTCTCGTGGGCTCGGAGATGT | AGGTTGGG       |
| Suv39h dn_SC_1      | Ad2.9       | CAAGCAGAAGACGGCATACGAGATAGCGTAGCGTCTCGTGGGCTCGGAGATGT | GCTACGCT       |
| Suv39h dn_SC_2      | Ad2.20      | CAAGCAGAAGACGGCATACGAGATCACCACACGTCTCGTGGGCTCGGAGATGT | GTGTGGTG       |

**Supplemental Table 1:** Primers for ATAC-seq library amplification and indexing. Sequences were obtained from<sup>4</sup> and ordered from Sigma-Aldrich (HPLC purified). SC, sorted chromosomes.

| Locus              | F primer               | R primer              | Esrrb bookmarking state (Festuccia et al., 2016) | Reference                             |
|--------------------|------------------------|-----------------------|--------------------------------------------------|---------------------------------------|
| <i>Capn2</i>       | GCTCTGTCTCACGATTCTGG   | CTTCCATGATCCGGTCCCTT  | bookmarked (Asynchronous+Mitosis)                | designed in this study                |
| <i>Esrrb</i>       | CGGCTGGTATCACCTGATTT   | GCTTTGCTCTCTTTGCCAAT  | bookmarked (Asynchronous+Mitosis)                | Festuccia et al., (2016) <sup>5</sup> |
| <i>Jam2_s1</i>     | CTGGGCCTGGACCTAACTC    | TCCCACCTGCTTAGTGTTTT  | bookmarked (Asynchronous+Mitosis)                | Festuccia et al., (2016) <sup>5</sup> |
| <i>Jam2_s2</i>     | ACCACGTCATTCTGTCCCTT   | CCTTGCGAACACTCCATCAC  | bookmarked (Asynchronous+Mitosis)                | designed in this study                |
| <i>Tbx3</i>        | GGTGGACACTTTTGGAATG    | GGTTTCTCCAGTTGACCATGA | bookmarked (Asynchronous+Mitosis)                | designed in this study                |
| <i>Rex1</i>        | AGGACGGATATGGCTTTGCG   | CCTCGACCTTCTCTGTCCT   | bookmarked (Asynchronous+Mitosis)                | Festuccia et al., (2016) <sup>5</sup> |
| <i>Tet2</i>        | ACTTTGAATTGGGCAGGTCTCA | ATCTCCTGTCCTGGCTCTGA  | bookmarked (Asynchronous+Mitosis)                | Festuccia et al., (2016) <sup>5</sup> |
| <i>Mgat3</i>       | CCTGTGGTGACACTGTGGAA   | CACCCAGGTCATACCCTTGA  | Lost (Asynchronous only)                         | Festuccia et al., (2016) <sup>5</sup> |
| <i>Twistnb</i>     | CCAGTTGTTCCGGGAGAAT    | GCTGCCTGAGACTCCATGAC  | Lost (Asynchronous only)                         | Festuccia et al., (2016) <sup>5</sup> |
| <i>Esrrb 3'</i>    | ACTCCTCCCCTTACCCCTGT   | GGCTGTGGTCACTGCATCTA  | No Esrrb (negative control)                      | Festuccia et al., (2016) <sup>5</sup> |
| <i>Actb (ChIP)</i> | CCGTTCCGAAAGTTGCCTT    | CGCCGCCGGGTTTTATA     | No Esrrb, No K9 (negative control)               | Festuccia et al., (2016) <sup>5</sup> |

**Supplemental Table 2:** Primers for Esrrb ChIP-qPCR.

|                    | F primer                 | R primer                | Reference                                    |
|--------------------|--------------------------|-------------------------|----------------------------------------------|
| <i>L1 promoter</i> | ACTGCGGTACATAGGGAAGC     | TGTGATCCACTCACCAGAGG    | Bulut-Karslioglu et al., (2014) <sup>1</sup> |
| <i>L1 ORF2</i>     | ACCTGGACGAAATGGACAAA     | CATCTGGTCTCTGGGCTTTT    | Bulut-Karslioglu et al., (2014) <sup>1</sup> |
| <i>IAP LTR</i>     | AGGGTGGTTCTCTACTCCAT     | GAACACCACAGACCAGAATC    | Ryu et al., (2011) <sup>6</sup>              |
| <i>SINE B2</i>     | GGCTGGTGAGATGGCTCAGT     | TACACTGTAGCTGTCTTCAGACA | Allen et al., (2004) <sup>7</sup>            |
| <i>β-Actin</i>     | CATCCGTAAGACCTCTATGCCAAC | ATGGAGCCACCGATCCACA     | This study                                   |
| <i>Gapdh</i>       | GCGAGACCCCACTAACATCA     | CACACCCATCACAAACATGG    | This study                                   |

**Supplemental Table 3:** Primers used for quantitative RT-PCR.

## Supplemental References

1. Bulut-Karslioglu, A. *et al.* Suv39h-dependent H3K9me3 marks intact retrotransposons and silences LINE elements in mouse embryonic stem cells. *Mol Cell* **55**, 277-290 (2014).
2. Festuccia, N. *et al.* Transcription factor activity and nucleosome organization in mitosis. *Genome Res* **29**, 250-260 (2019).
3. Schindelin, J. *et al.* Fiji: an open-source platform for biological-image analysis. *Nat Methods* **9**, 676-682 (2012).
4. Buenrostro, J.D., Giresi, P.G., Zaba, L.C., Chang, H.Y. & Greenleaf, W.J. Transposition of native chromatin for fast and sensitive epigenomic profiling of open chromatin, DNA-binding proteins and nucleosome position. *Nat Methods* **10**, 1213-1218 (2013).
5. Festuccia, N. *et al.* Mitotic binding of Esrrb marks key regulatory regions of the pluripotency network. *Nat Cell Biol* **18**, 1139-1148 (2016).
6. Ryu, S.H., Kang, K., Yoo, T., Joe, C.O. & Chung, J.H. Transcriptional repression of repeat-derived transcripts correlates with histone hypoacetylation at repetitive DNA elements in aged mice brain. *Exp Gerontol* **46**, 811-818 (2011).
7. Allen, T.A., Von Kaenel, S., Goodrich, J.A. & Kugel, J.F. The SINE-encoded mouse B2 RNA represses mRNA transcription in response to heat shock. *Nat Struct Mol Biol* **11**, 816-821 (2004).

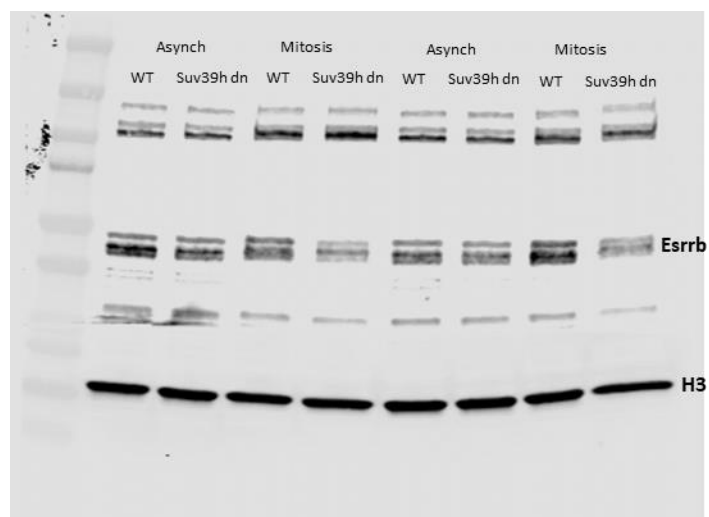

Uncropped WB - Source data for Figure S4c.

# Supplementary material for: Loss of H3K9 trimethylation alters chromosome compaction and transcription factor retention during mitosis
**Source:** Nat Struct Mol Biol. 2023 Mar 20;30(4):489–501. doi: 10.1038/s41594-023-00943-7
**Supplement:** Supplementary file 2 — Reporting summary.

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

BD FACS software (v1.2.0.142) and BD DIVA (v8.0.1) were used to collect FACS data. Micro-Manager (v1.4.22, IX70 microscope), LAS-AF (2.7.3.9723, SP5 II microscope), cellSens Dimension (v2.3, IX83 microscope) were used to collect imaging data. Image Studio software (v4.0.21) was used for fluorescent western blot imaging. Quantitative real-time PCR data was collected using Bio-Rad CFX Manager software (v3.1) Sequencing data were collected on an Illumina NextSeq500.

#### Data analysis

ImageJ/Fiji (version 1.52p) was used for image analysis including chromosome and centromere size measurements and mitotic duration analysis. Image deconvolution was performed with Huygens Professional (v19.10, Scientific Volume Imaging, <http://svi.nl>), using the CMLE algorithm. Proteomics data were analyzed using the Label-Free Quantification algorithm in the MaxQuant software platform (v1.6.2.3). The Perseus software (v1.6.2.2 and v1.6.7.0) was used for both statistical analysis and data visualization of the proteomics results. ATAC-seq data were processed using RTA (v2.11.3), reads were demultiplexed with bcl2fastq2 (v2.20.0), trimmed with Trim Galore! (trim\_galore\_v0.4.4; --trim-n --paired; [www.bioinformatics.babraham.ac.uk/projects/trim\\_galore](http://www.bioinformatics.babraham.ac.uk/projects/trim_galore)) and aligned with bowtie2 (bowtie2/2.2.9; -p8 -t -very-sensitive -X 2000). Bam files were processed with Samtools (v1.2). Duplicates were marked with Picardtools MarkDuplicates (v1.90). The bamQC function from R/Bioconductor package ATACseqQC (v1.10.4) was used to keep properly mapped paired-end reads, and remove duplicates and mitochondrial alignments. Chromosome-wide accessibility profiles and accessibility trend plots were generated from the resulting bam files in Seqmonk (v1.48.0, [www.bioinformatics.babraham.ac.uk/projects/seqmonk](http://www.bioinformatics.babraham.ac.uk/projects/seqmonk)). Nucleosome-free fragments were extracted using the alignmentSieve function from deepTools2.0. Peaks were called from nucleosome-free fragments with MACS2 (-f BAMPE). Consensus peak lists were defined using the reduce function from R/Bioconductor package GenomicRanges (v1.38.0). Peak-based read counts were obtained with the featureCounts function from R/Bioconductor package Rsubread (v2.0.1) and normalised using the calcNormFactors function (method = "TMM") in R/Bioconductor package edgeR (v3.28.1). Differential accessibility analysis was performed with R/Bioconductor package limma (v3.42.2), after applying the voom function. RNA-seq data were analysed using the STAR aligner (v2.7.7a), gene-based read counts were obtained with STAR and normalised by calculating

Transcripts Per Million (TPM). Differential expression analysis was performed using DESeq2 (v1.30.1).  
 The UCSC LiftOver tool was used to convert mm9 to mm10 coordinates (<https://genome.ucsc.edu/cgi-bin/hgLiftOver>).  
 Gene Ontology analysis was performed at <http://geneontology.org/>.  
 Gene symbols were obtained for transcripts using Ensembl BioMart (<https://www.ensembl.org/biomart/martview>).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

ATAC-seq data generated in this study have been deposited at Gene Expression Omnibus under accession number GSE195767.

The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE107 partner repository with the dataset identifier PXD039521.

Raw poly-A RNA-sequencing data from WT and Suv39h dn ESCs, corresponding to GSE57092, were obtained from the NCBI Sequence Read Archive (SRA).

UCSC mm10 genome and annotation files were retrieved from Illumina iGenome (<http://igenomes.illumina.com.s3-website-us-east-1.amazonaws.com/>

Mus\_musculus/UCSC/mm10/Mus\_musculus\_UCSC\_mm10.tar.gz).

The ENCODE mm10-blacklist.v2 used to filter peaks is available at <https://github.com/Boyle-Lab/Blacklist>.

Gene Ontology annotations for use in Persues were downloaded from <http://annotations.perseus-framework.org> (mainAnnot.mus\_musculus.txt).

All other relevant data supporting the key findings of this study are available within the article and its supplementary files or from the corresponding author upon reasonable request. Proteomics data are provided in Supplementary Data 1 and 2. Source Data are provided for Figures 1b,c,e-h, 2a-c,e,f, 4b-d, 5a,b (Source Data file) and Supplemental Figures S1e, S2a-d,f,g, S4c-e,g,h, S5b, S6b,c (Supplementary Data 3).

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

We used minimum n=3 for the FACS and proteomics since analysis and visualization of the proteomics data with the aid of either volcano plots or a heatmap and hierarchical clustering requires a minimum of three biological replicates for the t-test. The data were highly consistent between replicates such that n=3 was sufficient to define a large number of significant differences.  
 ATAC-seq was performed in duplicate as the minimum required for statistical comparisons whilst keeping sequencing costs down.  
 For experiments involving imaging cells or chromosomes, analysis is from three independent experiments to ensure reproducibility, with the total number of cells or chromosomes specified for each graph.  
 Expression and ChIP qPCR experiments were performed in biological triplicate to ensure reproducibility and allow statistical comparisons.

Data exclusions

There was no exclusion/inclusion of samples in the analysis. All replicate attempts were successful.

Replication

All FACS analysis and imaging experiments were performed in a minimum of three biological replicates for each cell line.  
 Proteomics analysis was performed in three biological replicates, with each analyzed in technical duplicate.  
 Expression and ChIP qPCR measurements were performed in technical triplicate for each of at least three independent biological replicates.  
 Western blots were repeated for three biological replicates.  
 All replicate attempts were successful.

Randomization

Randomization was not relevant to this study as there was no assignment of samples to different experimental groups.

Blinding

Blinding was not relevant since there was no assignment of samples to different experimental groups.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                           |
|-------------------------------------|-----------------------------------------------------------|
| n/a                                 | Involved in the study                                     |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> Antibodies            |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

## Antibodies used

Primary antibodies: CENP-A (2048S, Cell Signaling, clone C51A7, lot:4), H3K9me3 (07-523, Millipore, lot:2793831) or (07-442, Millipore), H3K27me3 (Ab6002, Abcam, clone mAbcam 6002, lot: 3018864) or (07-449, Millipore), Esrrb (PP-H6705-00, Perseus Proteomics, clone H6705), Sox2 (ab97959, Abcam), H3S10ph (ab5176, Abcam), and Histone H3 (Active Motif 61476, clone 1B1-B2). Secondary antibodies: anti-mouse-Alexa488 (A11001, Invitrogen), anti-rabbit-Alexa488 (A11008, Invitrogen), anti-mouse-Alexa568 (A11031, Invitrogen), anti-rabbit-Alexa680 (A21109, Invitrogen), anti-mouse-Alexa790 (A11371, Invitrogen).

## Validation

CENP-A (2048S):  
 -Supplier website: (C51A7) Rabbit mAb detects endogenous levels of total mouse CENP-A protein. This antibody does not cross-react with other histone proteins, including Histone H3.  
 -Validated for IF (Smoak et al, Current Biology, 2016).

H3K9me3 Abs:  
 -07-523, supplier website: Recognizes Histone H3 containing trimethyl-lysine 9 and, to a lesser extent, dimethyl-lysine 9. MW ~17 kDa. A broad species cross-reactivity is expected.  
 -07-442, supplier website: Specificity=Trimethyl-histone H3 (Lys9). Validation includes Immunocytochemistry. Broad species cross-reactivity expected, including mouse.  
 -both validated for IF using Suv39h1/h2 double knockout cells (Djeghloul et al, Stem Cell Reports 2016 and this study).

H3K27me3 Abs:  
 -Ab6002, supplier website: This antibody is specific for histone H3 tri-methylated at K27. Suitable for ICC/IF. Reacts with mouse.  
 -07-449, supplier website: Specificity=Trimethylated histone H3 (Lys27) (dot blot tested). Reacts with mouse. Validated in ICC.  
 -both validated for IF using EED Knockout ESCs (Djeghloul et al, Nature Communications 2020, this study, unpublished data).

Esrrb (PP-H6705-00):  
 -Supplier specification sheet: This antibody specifically recognizes human ERR beta (ESRRB) and cross reacts with mouse and rat ERR beta. This antibody does not recognize human ERR alpha and gamma. Tested for western blot, immunoprecipitation and immunohistochemistry.  
 -Validated for ChIP, IF, and WB using Esrrb KO cells (EKOiE ES cells) (Festuccia et al, Nature Cell Biology 2016; Festuccia et al, The Embo Journal 2018, Festuccia et al, Genome Res 2019)

Sox2 (ab97959):  
 -Supplier website: tested for ICC/IF, reacts with mouse.  
 -Validated for IF (Percharde et al, Genes Dev, 2012; Djeghloul et al, Nature Communications 2020)

H3S10ph (ab5176):  
 -Supplier website: Specificity - This antibody is specific for phosho S10 of histone H3. We believe that it does not recognise the non-modified histone - no blocking is seen with the non-phospho peptide. Predicted to work with mouse. Tested for ICC.  
 -Validated for IF using interphase and metaphase-arrested cells (this study).

H3 (61476):  
 -Supplier website: validated for WB, wide range of species reactivity predicted.

## Eukaryotic cell lines

## Policy information about cell lines

## Cell line source(s)

Mouse ESCs used in this study: WT ESC (WT26), Suv39h dn (DN57), Suv39h1-EGFP (Suv39h dn ESCs overexpressing full length Suv39h1), from Thomas Jenuwein's Lab (Lehnertz et al, Curr Biol 2003; Velazquez Camacho et al, Elife 2017), and Esrrb-TdTomato ESCs (gift from Nicola Festuccia; Festuccia et al, Nature Cell Biology 2016).  
 Mouse Embryonic Fibroblasts (MEFs) used in this study were WT (W8), Suv39h dn (D5), WT (clone Eset25 control), Suv39h1/2 -/- (CRISPR clone B1), Setdb1/2 -/- (CRISPR clone A4+OHT) and G9a/Glp -/- (CRISPR clone H7), from Thomas Jenuwein's Lab (Peters et al, Cell 2001; Montavon et al, Nat Commun 2021).

## Authentication

All cell lines were tested for Karyotype, genotyped using appropriate primers, and validated by WB and immunofluorescence.

## Mycoplasma contamination

All cell lines were tested negative for mycoplasma contamination.

Commonly misidentified lines  
(See [ICLAC](#) register)

No commonly misidentified cell lines were used in this study.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Chromosome sorting:

Chromosomes were extracted from the different cell lines and stained with Hoechst 33258 and Chromomycin A3. Chromosomes were examined by flow cytometry using a Becton Dickinson Influx equipped with spatially separated lasers. Hoechst 33258 was excited using a (Spectra Physics Vanguard, air cooled) 355 nm laser with a power output of 350 mW. Hoechst 33258 fluorescence was collected using a 400 nm long pass filter in combination with a 500 nm short pass filter. Chromomycin A3 was excited using a (Coherent Genesis, water cooled) 460 nm laser with a power output of 500 mW. Chromomycin A3 fluorescence was collected using a 500 nm long pass filter in combination with a 600 nm short pass filter. Forward scatter was measured using a (Coherent Sapphire) 488 nm laser with a power output of 200 mW and this was used as the trigger signal for data collection. Chromosomes were sorted at an event rate of 20000 per second. A 70-micron nozzle tip was used along with a drop drive frequency set to ~96 KHz and the sheath pressure was set to 65 PSI.

PI staining:

Cells were fixed with ice-cold 70% ethanol, washed twice with PBS and resuspended in staining buffer containing 0.05 mg/ml of PI, 1 mg/ml RNaseA, and 0.05% NP40. Samples were incubated for 10 min at room temperature (RT) and 20 min on ice.

Instrument

Chromosomes: Becton Dickinson Influx equipped with spatially separated air cooled lasers.  
PI staining: BD Fortesa flow cytometer.

Software

BD FACS software (v1.2.0.142, Influx); BD DIVA (v8.0.1, Fortesa).

Cell population abundance

Gating strategy and percentages of chromosome 19 and X is provided in the manuscript.  
Purity of individual chromosome sort was assessed by DNA FISH with mouse chromosome 19- or X-specific paints. 99-100% sample purity was achieved.  
Gating strategy and percentages of each phase of cell cycle are provided in the manuscript.

Gating strategy

Chromosomes were first gated on a plot of high Hoechst 33258 vs low Forward scatter signal to gate out debris and clumps. This first gate was then used to create a chromosome karyotype by plotting Hoechst 33258 vs Chromomycin A3 fluorescence. Gating strategies for chromosome sorting and cell cycle analysis are provided in the manuscript.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

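ATAC-seq was analysed in 12 libraries, 2 for each combination of genotype (WT and Suv39h dn ESCs) and preparation (asynchronous ESCs, mitotic ESCs and sorted mitotic chromosomes), with the groups taken from the sample labels and the paper's Methods. The authors trimmed the paired-end reads, aligned them with bowtie2 to the UCSC mm10 genome, merged technical runs, removed duplicate, improperly paired and mitochondrial reads, shifted the read ends, kept short fragments and ran MACS2 on each library without pooling replicates. The Methods also state that peaks overlapping blacklisted regions were removed, and whether the deposited lists include this step was not tested. The deposited lists give for each peak a fold enrichment, that is a ratio of the pileup to the background, the −log10 of its p-value and q-value and a score, with the summit as an offset from the peak start. The threshold and the effective genome size that MACS2 was given are not named in the paper's text, and the smallest −log10 q of the deposited lists, between 1.30 and 1.32, corresponds to a q-value of 0.05.

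All chromosomes of the lists end within the lengths of the GRCm38 reference, which is the assembly that mm10 names, and the reference and the GENCODE annotation were used for motifs, primer sites, repeats and genes. Coordinates are given with the first base as 1. Peaks of several libraries were merged where they overlapped or touched, as the reduce function of GenomicRanges does, and a library was counted as having a region when at least 1 bp of the region was called in it. Calculations were made with Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, biopython 1.88, edlib 1.3.9.post1 and matplotlib 3.10.9. Each test permuted the genotypes within preparations, so that preparations were never compared with each other by the test of genotype, and gave an exact two-sided p over 216 arrangements. List similarity was tested one-sided over the 27 combinations of the splits of 4 libraries into pairs. The smallest p of these tests was 0.00926 and 0.037, and within 1 preparation 0.333. Chromosome shares were adjusted by the Benjamini-Hochberg method over 20 chromosomes. Regions and peaks were not treated as replicates of a genotype, and the exact Fisher test of the direction of regions runs across regions, not libraries.

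The depth of a library is not part of a peak list. MACS2 computes the fold as the pileup plus 1 over the background plus 1, and the p-value as the Poisson tail of the pileup given the background, so the whole number of fragments at the summit and the background follow from both. They matched for 100% of the peaks with a −log10 p under 60 in every library. The lowest background of a library then gave its relative depth, between 0.149 and 0.328 fragments per base. This was worked out after the lists were seen. Differences in depth and in length between lists set the precision of every comparison, and with 2 libraries per group an SD is itself poorly known. The authors' differential analysis with voom-limma needs counts per peak and was not repeated.

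The sites named were chosen by a rule written before the data were examined. It takes the 11 ChIP-qPCR amplicons of the paper, for each preparation the 3 regions called in 1 genotype alone with the highest mean percentile of the authors' fold in each direction, chromosomes 19 and X, and the chromosomes with the largest and the smallest difference. Amplicons were placed by an exact match of both primers, with a product of at most 1 kb. The alternatives were a stricter threshold of q at or under 1e-05, equal list lengths, an overlap of 50%, other distances and motifs, a block for the replicate number, and leaving out each library in turn. The list of Esrrb bookmarking summits behind Supplementary Fig. 4f was not used here. A planned comparison of the profiles of chromosome 19 is not reported here.

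The functions were tested on simulated lists drawn from the merged regions with the lengths of the real lists. All simulated libraries of a preparation came from a common set of regions and differed only by length and by the draw. The simulations therefore check the functions and do not give the power in real lists. In each preparation, 200 of 200 regions planted in Suv39h dn alone were recovered. These were written into both Suv39h dn lists and taken out of the WT lists, so their recovery checks the counting alone. When 30% of the peaks on 5 chromosomes were removed from WT, all 5 passed the threshold over the 20 chromosomes, with 13 of the others in the opposite direction because shares add up to a whole, and 0 of 20 unchanged simulations gave a chromosome past it. A removal of 30% of the peaks with an Esrrb motif from Suv39h dn gave the smallest exact permutation p over the 12 libraries, 0.00926.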

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

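The test of the difference between cells and sorted chromosomes was chosen after the result was seen, as was the use of the reversed motif, equal list lengths and the stricter threshold to test its explanations, although these alternatives themselves were planned. The share of peaks with the Esrrb motif within 100 bp of the summit differed between genotypes in opposite directions in cells and in sorted chromosomes. Both Suv39h dn libraries lay below both WT libraries in asynchronous ESCs (mean difference -0.234 percentage points) and in mitotic ESCs (-0.370 percentage points), and above both in sorted chromosomes (0.0705 percentage points). The difference in cells minus that in sorted chromosomes was -0.372 percentage points (p = 0.00926, the smallest that an exact two-sided permutation test over 216 arrangements can give). This was looked for in 8 measures, of which chance alone would give opposite orders in any pair of preparations in 1.11, and adjusted over the 8 measures the p was 0.0741. Chance order of the libraries within preparations therefore cannot be told apart from a real difference, since 2 libraries per group leave no smaller p.

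The tables argue against some explanations of this pattern. The reversed motif gave a difference between cells and sorted chromosomes of -0.0104 percentage points, against base composition of the peaks as the cause. In asynchronous ESCs and sorted chromosomes the genotypes stayed apart in opposite directions with equal list lengths (asynchronous ESCs minus sorted chromosomes -0.384 percentage points) and at the stricter threshold (-0.337), against list lengths and weak peaks as the cause there. In mitotic ESCs the genotypes no longer lay apart with equal list lengths (-0.0859 percentage points) or at the stricter threshold (0.136 percentage points), and since only 615 to 5273 peaks per mitotic library pass that threshold, list lengths, weak peaks and a difference between genotypes cannot be told apart there. With mitotic ESCs included, cells minus sorted chromosomes came to -0.282 percentage points with equal list lengths (unadjusted p = 0.0185, exact two-sided permutation test). At the stricter threshold it came to -0.158 percentage points (unadjusted p = 0.259, exact two-sided permutation test). The opposite order in sorted chromosomes (0.0705 percentage points) was itself lost with the motif within 50 bp of the summit (-0.0151 percentage points) and with TCAAGGTCA (0.0172 percentage points), where the libraries of the genotypes overlapped. The paper reports a loss of Esrrb from mitotic chromosomes and no significant difference in Esrrb binding in asynchronous ESCs. A loss limited to mitosis would predict neither the lower share in asynchronous ESCs nor the higher share in sorted chromosomes. For the lower share in mitotic ESCs this biological explanation stays open. Binding can also fall without a change in accessibility, so the share under peaks does not test the loss itself. An effect of the genotype in interphase cells stays open too and was not tested.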

How the results depend on the processing

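The placement of primers with up to 2 edits and the recovery of the background were chosen after the lists were seen, and the other alternatives were set beforehand. Apart from leaving out libraries, the comparisons gave 68 values that kept their direction and side of the threshold, or stayed within the spread (1.5 times for counts), 16 that moved further, 2 that reversed and 2 that newly passed the threshold. The last 3 kinds are given here, and their cause was not tested unless stated. Shares in single preparations, the reversed motif, and values of single sites and chromosomes are not among these numbers, and of them 123 stayed, 19 moved and 2 reversed. The largest move of a share was that of the TSS share in mitotic ESCs, from -2.10 to -10.2 percentage points at the stricter threshold.

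At the stricter threshold the log2 difference in peak number of sorted chromosomes reversed from -0.11 to 0.19, and the difference in Esrrb motif share from -0.178 to 0.0098 percentage points. Regions called in Suv39h dn alone and in WT alone fell to 568 and 170 in asynchronous ESCs, 35 and 161 in mitotic ESCs and 405 and 357 in sorted chromosomes, since fewer peaks pass. Consensus peaks fell to 26634 in cells and 5090 in sorted chromosomes. With equal list lengths, the regions in Suv39h dn alone and in WT alone were 1423 and 1428 in asynchronous ESCs and 91 and 148 in mitotic ESCs, and the log2 differences of chromosomes 19 and X reversed to 0.0139 and -0.0625. In at least 3 samples, 28276 and 16194 consensus peaks were found in cells and sorted chromosomes. Mitotic cells alone, with at least 2 samples required, gave 8017, from fewer libraries. Requiring overlap with the amplicon changed the difference in bookmarked sites in asynchronous ESCs from 0.5 to -0.5. The motif difference passed the threshold with TCAAGGTCA, at -0.132 percentage points, and within 50 bp of the summit, at -0.127. Of 66 values of single amplicons, each the number of Suv39h dn minus WT libraries with a peak, 8 changed, all at the stricter threshold. Losses in both genotypes alike, as at the Esrrb amplicon in asynchronous ESCs, leave such a value unchanged.

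With each library left out in turn, no p-value was computed, and the number of chromosomes past the threshold, which needs a test, has no value. The log2 difference in peak number over the preparations lay between -0.73 without the Suv39h dn mitotic library 2 and 0.28 without library 1, and that in TSS share between -3.69 and 0.167 percentage points. The motif difference stayed between -0.210 and -0.146 percentage points. The difference in Jaccard index over the preparations ranged from -0.0557 to 0.0232. It ranged from -0.130 to -0.00904 in asynchronous ESCs, from -0.108 to 0.129 in mitotic ESCs, where the Suv39h dn library 2 decides its sign, and from -0.0245 to 0.0139 in sorted chromosomes. Without 1 library, a region needs only the other library of its genotype, so the counts of regions in Suv39h dn alone rose to between 2836 and 36225 in asynchronous ESCs, 196 and 7111 in mitotic ESCs and 4323 and 35958 in sorted chromosomes, and those in WT alone to between 898 and 13281, 664 and 6814, and 6521 and 39977. The difference in bookmarked sites ranged from 0 to 1 in asynchronous ESCs and from -1 to 0 in mitotic ESCs.

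The replicate numbers are shared between genotypes, but nothing states that they mark a batch, and the deviations of libraries with the same number correlated at -0.0519, -0.169 and 0.0347 in asynchronous ESCs, mitotic ESCs and sorted chromosomes. With the replicate number as a block, the exact two-sided permutation p was 0.75 for the difference in peak number (-0.22), 0.125 for the Esrrb motif share (-0.178 percentage points) and 0.438 for the TSS share (-1.76 percentage points), where the smallest possible is 0.03125. Chromosomes 11 (0.21) and X (0.11) reached this smallest exact p before adjustment, as 4 of the 20 did. The adjusted count of 0 chromosomes says little, since 13 would have to share the smallest p for any to pass. Depth limits all of these results, since a median summit holds 5 to 8 fragments.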

Other observations

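The tests on the mitotic library, on list lengths for shared peaks, on cells for chromosome 12, on repeats over all peaks, on the direction of regions by the Fisher test and on other splits for the chromosomes were chosen after the result was seen.

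The Suv39h dn mitotic library 1 had fewer peaks than the WT mitotic library 1. A lower depth is argued against by its background, which was 0.987 times that of the WT library. In the other pair of mitotic libraries the Suv39h dn library had 1.08 times the peaks of the WT library. The list of the Suv39h dn mitotic library 2 was 8.21 times as long as that of library 1. With such a spread within the genotype, a single ratio cannot exclude an effect of the genotype. What lowered the number was not tested further.

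Libraries of the same genotype shared fewer peaks than libraries of different genotype. Different list lengths may account for this, since the difference in Jaccard index was -0.0017 once the lists had equal lengths. No biological explanation was tested.

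In sorted chromosomes, chromosome 12, which was singled out after its values were seen, held 2.38% and 2.36% of the peaks in WT and 3.41% and 3.34% in Suv39h dn. A difference of chromosome 12 between the cell lines is argued against by cells, where the log2 difference was -0.0902, and different list lengths by the value at equal lengths, 0.54. Fewer chromosome 12 molecules in the sorted WT preparation may account for it. In a peak list this would leave more peaks of that chromosome at the lowest background of the library, and the excess over other autosomes was 9.05 and 9.55 percentage points in WT against 4.57 and 3.10 in Suv39h dn, a mean difference of 5.47. The genotypes lay apart for 6, 4 and 4 of the 20 chromosomes in asynchronous ESCs, mitotic ESCs and sorted chromosomes, where chance gives 6.67.

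Of 100 splits of the libraries within preparations, the real one included, 47 gave as many chromosomes with an unadjusted p under 0.05 as the split by genotype (exact permutation tests), so chance alone could give the difference on chromosome 11.

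An opening of repeats without H3K9me3 cannot be told apart from no change. Repeats were the bases that the reference sequence shows in lower case, and families of repeats were not separated. The share of summits in repeats was 2.44 percentage points higher in Suv39h dn (p = 0.278, exact two-sided permutation test) and -0.227 with equal list lengths (p = 0.889, exact two-sided permutation test). Regions called in Suv39h dn alone lay in repeats more often than those called in WT alone in 2 of 3 preparations, at 33.0% and 23.6% in asynchronous ESCs, 16.9% and 15.5% in mitotic ESCs and 27.0% and 27.9% in sorted chromosomes, against 36.4% of genome positions. In asynchronous ESCs both Suv39h dn libraries lay above both WT libraries, at 23.1% and 29.0% of summits against 20.8% and 23.0%. With equal list lengths they still did, at 22.0% and 21.5% against 20.8% and 19.1%. In mitotic ESCs and in sorted chromosomes the libraries of the genotypes overlapped with all peaks and with equal list lengths. The mean over the preparations changes its sign with list length and the libraries are few, which keeps the question open.

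Of 48 regions called in 1 genotype alone both in asynchronous ESCs and in sorted chromosomes, 56.3% went the same way, against 45.7% from the margins alone (p = 0.119, exact two-sided Fisher test across regions). The shares were also above their margins for asynchronous and mitotic ESCs, at 58.8% of 17 regions against 41.5% (p = 0.245, exact two-sided Fisher test), and for mitotic ESCs and sorted chromosomes, at 65.4% of 26 regions against 51.2% (p = 0.218, exact two-sided Fisher test). Each p adjusted over the 3 pairs was 0.245. The splits that mix the genotypes lay at or below their margins. Chance calling cannot be told apart from a shared direction with so few regions. Whether the 27 regions that went the same way, among them the Efl1 intron and the region near Mfng, reflect a sequence difference between the 2 cell lines or the genotype cannot be told apart, since each genotype is 1 cell line.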
